# Transcriptional profiling of swine mammary gland during the transition from colostrogenesis to lactogenesis using RNA sequencing

**DOI:** 10.1186/s12864-018-4719-5

**Published:** 2018-05-03

**Authors:** V. Palombo, J. J. Loor, M. D’Andrea, M. Vailati-Riboni, K. Shahzad, U. Krogh, P. K. Theil

**Keywords:** Colostrum, Mammary gland, Sow, Transcriptomics

## Abstract

**Background:**

Colostrum and milk are essential sources of antibodies and nutrients for the neonate, playing a key role in their survival and growth. Slight abnormalities in the timing of colostrogenesis/lactogenesis potentially threaten piglet survival. To further delineate the genes and transcription regulators implicated in the control of the transition from colostrogenesis to lactogenesis, we applied RNA-seq analysis of swine mammary gland tissue from late-gestation to farrowing. Three 2nd parity sows were used for mammary tissue biopsies on days 14, 10, 6 and 2 before (−) parturition and on day 1 after (+) parturition. A total of 15 mRNA libraries were sequenced on a HiSeq2500 (Illumina Inc.). The Dynamic Impact Approach and the Ingenuity Pathway Analysis were used for pathway analysis and gene network analysis, respectively.

**Results:**

A large number of differentially expressed genes were detected very close to parturition (−2d) and at farrowing (+ 1d). The results reflect the extraordinary metabolic changes in the swine mammary gland once it enters into the crucial phases of lactogenesis and underscore a strong transcriptional component in the control of colostrogenesis. There was marked upregulation of genes involved in synthesis of colostrum and main milk components (i.e. proteins, fat, lactose and antimicrobial factors) with a pivotal role of *CSN1S2*, *LALBA*, *WAP*, *SAA2*, and *BTN1A1*. The sustained activation of transcription regulators such as SREBP1 and XBP1 suggested they help coordinate these adaptations.

**Conclusions:**

Overall, the precise timing for the transition from colostrogenesis to lactogenesis in swine mammary gland remains uncharacterized. However, our transcriptomic data support the hypothesis that the transition occurs before parturition. This is likely attributable to upregulation of a wide array of genes including those involved in ‘Protein and Carbohydrate Metabolism’, ‘Immune System’, ‘Lipid Metabolism’, ‘PPAR signaling pathway’ and ‘Prolactin signaling pathway’ along with the activation of transcription regulators controlling lipid synthesis and endoplasmic reticulum biogenesis and stress response.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4719-5) contains supplementary material, which is available to authorized users.

## Background

Colostrum and milk are essential sources of antibodies and nutrients for the neonate, playing a key role in their survival and growth [1, 2]. In particular, piglet mortality is a major problem especially during the first few days of life [2]. Development of mammary gland is particularly crucial during the final stages of gestation when alveoli begin to distend [3] and there is an abrupt increase in the concentration of colostrum and milk constituents in the swine mammary secretion just prior to parturition [4]. Due to all these rapid developments in such a small time it is clear that any slight abnormalities in colostrogenesis/lactogenesis potentially threaten piglet survival. Hence, characterizing the transcriptome profile and the metabolic and signaling pathways at that stage could provide a more detailed understanding of important molecular mechanisms occurring in the gland during this essential period of reproduction.

Longitudinal transcriptomic studies are ideally-suited for unravelling complex biological behavior at a genome-wide level and provide a more detailed view of the underlying physiological adaptations [5]. In this regard, the development of high-throughput technologies has revolutionized transcriptome analysis. In particular, RNA-Seq technology enables the generation of more extensive transcriptome information providing an advantage over microarray analyses, due to its capability to quantify all transcripts [6].

Recently, RNA-Seq technology has been used in several species to study the lactating mammary gland [7–9]. Although previous studies using microarrays have provided some preliminary insights into the differential expression of genes (DEG) in sow mammary glands around farrowing [10], our understanding of metabolic or signaling pathways in this species is still limited.

The aim of this study was to provide a comprehensive transcriptome profiling of the sow mammary gland from 14 days prior to parturition to day 1 in lactation using RNA Seq analysis and functional bioinformatics tools such as the Dynamic Impact Approach (DIA) [11] and Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Redwood City, CA).

## Methods

### Animal sampling and RNA extraction

All procedures involving animals were in compliance with Danish laws and regulations for the humane care and use of animals in research [12]. Furthermore, the Danish Animal Experimentation Inspectorate approved the study protocols and supervised the experiment.

Sows used were a subset from an experimental cohort of 36, which involved stratifying animals for body weight at 105 days of gestation to receive one of nine diets (three fiber diets × three fat sources) until day 28 of lactation (weaning) [13]. The test sources of fiber were alfalfa meal or sugar beet pulp with wheat and barley as fiber sources in the control diet. The test fat sources (fed at 30 g/kg dry matter) were soybean oil or glycerol trioctanoate, with palm fatty acid distillate as the fat source in the control. Animals were housed individually in farrowing crates [13]. Mammary tissue collected on days 14, 10, 6 and 2 before (−) parturition and on day 1 after (+) parturition was from three 2nd parity crossbred sows (Danish Landrace × Yorkshire) with the highest colostrum yield (4.6 ± 1.3 kg vs. 2.9 ± 0.9 kg among 9 sows). One of the sows was fed alfalfa meal plus trioctanoate, one sugar beet pulp plus palm fatty acid distillate, and one alfalfa meal plus soybean oil. On the morning of biopsies, sows received only a portion of their meal and upon of milk letdown piglets were removed prior to general anesthesia by intramuscular injection of 1.0 mL/34 kg body weight of Telozol® (Fort Dodge Animal Health, Fort Dodge, IA) dissolved in 2.5 mL ketamine (VetaKet®; Lloyd Laboratories, Shenandoah, IA) and 2.5 mL xylazine-00 (AnaSed®; Lloyd Laboratories). After asceptic surgical prepartion a subcutaneous and intramammary injection of 1.0 mL of 2% lidocaine (Lidoject®; Butler Animal Health supply, Dublin, OH) was given prior to making a 2-cm incision vertical to the plica lateralis. A biopsy consisted of a maximum of three shots using a Manan ProMag 2.2 biopsy gun (Medical Device Technologies, Gainesville, FL) in the same intrusion site while the sow was under anesthesia and in lateral recumbency to expose one entire side of the udder. A total of 20 mg of mammary tissue was collected, after which the incision was closed with simple interrupted sutures [14]. Each sow received 1 mL/100 kg body weight of Banamine (Merck Animal Health, Summit, NJ) immediately after mammary biopsy and at 24 and 48 h post-biopsy. Upon recovery from anesthesia, sows were fed the remainder of their morning meal and piglets were returned to the sow and allowed to suckle normally. Extraction of RNA and quality evaluation was performed following protocols described previously [15]. The average yield of total RNA (from 20.3 ± 6.9 mg tissue) was 44 ± 19 μg, and the average RNA integrity number (Agilent Bioanalyzer) was 8.2 ± 0.8. An aggregate summary of RNA extraction and quality check for all the samples is reported in Additional file 1.

### RNA-sequencing

Sequencing was performed by the High-Throughput Sequencing and Genotyping Unit of the W. M. Keck Biotechnology Center at the University of Illinois at Urbana Champaign (Urbana, IL, USA). A total of 15 mRNA libraries were quantified by qPCR and sequenced on two lanes for 101 cycles from one end of the fragments on a HiSeq2500 (Illumina Inc.), using v4 HiSeq SBS reagents. In total approximately 403 million single-read sequences of 100 nt in length were collected. Quality control metrics were performed on raw sequencing reads using the FASTQC v0.11.15 application. An index of the reference genome was built and single-end clean reads for each individual were aligned to the reference genome using STAR (v2.5.1b). Reads were mapped and annotated to the *Sus scrofa* genome (v10.2.86), downloaded from the EnsemblGenome website (Nov. 2016). Reads aligned were quantified with the Subread package (v1.5.0) based on the Refseq gene annotation.

### Bioinformatics analysis

#### Identification of differentially expressed genes

Non-expressed and weakly expressed genes (i.e. without at least 1 read per million) were removed prior to differential expression (DE) analysis [16]. A TMM (trimmed mean of M-values) normalization was applied to all samples using edgeR [17]. After data were log_2_-transformed, limma-voom method (Bioconductor packages) was used to conduct DE analyses [18, 19]. The applied statistical model included time as fixed effect and animal as random effect. Differentially expressed genes (DEG) across different time points were defined as genes with a Benjamini–Hochberg multiple-testing adjusted *p*-value of ≤0.05. To identify the longitudinal transcriptional gene response close to parturition, the time point − 14 day was used as baseline for each time comparisons. In particular to highlight the metabolic processes underlying mammary changes associated with the colostrogenesis and the onset of lactogenesis in the last stages of gestation leading up to parturition, we relied on DEG between -10vs − 14, −6vs − 14, −2vs-14 and + 1vs-14 time comparisons.

#### Dynamic impact approach (DIA)

The DIA software described previously [11] was used for functional analyses. Briefly, DIA uses the systems information from the KEGG database and ranks pathways calculating the overall impact (importance of a given pathway) and flux (direction of impact; e.g., up-regulation, down-regulation, or no change). For this purpose, the whole dataset (minus weakly expressed genes) with Entrez gene IDs, FDR, FC, and *p*-values of each time comparison were uploaded in DIA and an overall cut-off (FDR and *p*-value ≤0.05) was applied as threshold.

#### Gene network analysis

Ingenuity Pathway Analysis (IPA) was performed to identify transcription regulators and their networks with other genes, within the list of significant DEG (similar cut-off as DIA analysis; FDR and p-value ≤0.05) at each time comparisons (https://www.qiagenbioinformatics.com).

#### Verification by real-time PCR

The expression of *LALBA*, *CSN2*, *PAEP*, and *LTF* was analyzed to verify the physiologic response of the mammary gland as farrowing approached. These genes are well-established markers of mammary-specific genes. Complete information about cDNA synthesis and qPCR performance are reported elsewhere [20]. After normalization with the geometric mean of three internal control genes (*API5*, *VABP*, and *MRPL39*), qPCR data were log_2_-transformed prior to statistical analysis to obtain a normal distribution. Statistical analysis was performed with SAS (v 9.4). Normalized, log_2_-transformed data were subjected to ANOVA with PROC MIXED. The statistical model included time (− 14, − 10, − 6, − 2, and + 1 day from farrowing) as fixed effect, and sow as the random effect. The Kenward-Roger statement was used for computing the denominator degrees of freedom. Fold change for the time comparison -10vs-14, −6vs-14, −2vs-14, and + 1vs-14 were then calculated from the estimates of the model. For each of the four genes and comparison FDR, fold change, and *p*-values are reported in Table 1, together with the respective results from the sequencing analysis.

**Table 1:** Quantitative real time PCR (qPCR) validation of sequencing (Seq) results

		-14 vs −2 time comparison		-14 vs +1 time comparison	
Target	FDR	FC	*P*-value	FC	*P*-value
*CSN2*					
qPCR	<.0001	51.9	<.0001	254.8	<.0001
Seq	0.001	31.0	0.003	33.5	<.0001
*LALBA*					
qPCR	<.0001	156.1	<.0001	8321.9	<.0001
Seq	0.003	128.5	0.03	1275.5	0.001
*LTF*					
qPCR	<.0001	1.5	0.02	3.4	<.0001
Seq	0.001	1.7	0.10	3.9	<.0001
*PAEP*					
qPCR	0.0001	2.2	0.0005	3.4	<.0001
Seq	0.004	1.8	0.01	1.9	0.001

The overall false discovery rate (FDR) together with the fold-change (FC) and P-value for the specific comparison is reported for each gene. The *P*-values were generated applying the same statistical model to either qPCR or Seq data

## Results

### RNAseq analysis and DEG

An aggregate summary of RNA sequencing and alignment for all the samples is reported in Additional file 2. 

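Mammary tissue of 3 sows, biopsied 14, 10, 6 and 2 days before parturition and 1 day after it, gave 15 libraries of messenger RNA, 3 for each of the 5 time points. Each of the 3 sows had been fed another diet, so that sow and diet cannot be told apart. The authors aligned the single-read sequences with STAR to the pig genome build Sscrofa10.2 and deposited the number of reads counted on each gene by featureCounts, without normalization. The headers of the count tables name the Ensembl annotation of that build, whereas the Methods name the RefSeq annotation, and the values used here are those per Ensembl gene. Each table lists 25322 genes. The total count per library, which is the depth behind all values given here, lay between 16862026 and 19292238 at 14 d prepartum (median 18924790) and between 17048788 and 19238556 at 10 d prepartum (median 17280281). It lay between 17726719 and 18274050 at 6 d prepartum (median 18261982) and between 13459054 and 19952918 at 2 d prepartum (median 19222359). The libraries of 1 d postpartum were shallower, with totals from 10782343 to 15744454 (median 11416874). Additional file 2 gives between 15360190 and 31749008 reads per library, of which 92.0% on average were mapped. The counted reads made up between 60.0% and 70.2% of all reads of a library. The RNA integrity number (RIN) listed in Additional file 1 rose with time, from 6.57 ± 0.231 (SD, n = 3) at 14 d prepartum to 7.67 ± 0.950 at 10 d, 8.17 ± 0.0577 at 6 d, 8.90 ± 0.346 at 2 d prepartum and 9.17 ± 0.208 at 1 d postpartum. Across the 15 libraries it averaged 8.09 with an SD of 1.04. The 10 genes with the highest counts of each library held 17.7% ± 1.59 (SD, n = 3) of its counts at 14 d prepartum and 39.3% ± 12.7 at 1 d postpartum. This difference of 21.6 percentage points had a two-sided exact permutation p of 0.1, the smallest p that 3 libraries against 3 allow. The counts were tested from there with the quasi-likelihood test of edgeR after TMM normalization, on the 13503 genes with a library-size normalized count (CPM) of at least 1 in at least 3 libraries. All 15 libraries entered a single model with time as the factor. A gene was taken as a differentially expressed gene (DEG) when both the overall test of time and the comparison had a Benjamini-Hochberg adjusted p of 0.05 or less. The TMM factor of a library ran from 0.545 in replicate 37 of 1 d postpartum to 1.24 in replicate 4 of 14 d prepartum.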

Illumina sequencing was effective. A large numbers of high-quality reads were produced in all samples. On average, 92% of the total reads were successfully mapped. 91.8% of aligned reads were mapped to unique genomic regions. Results for total number of DEG due to time are presented in Fig. 1. 

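With the quasi-likelihood test of edgeR and time as the only factor, no gene passed the threshold in the -10vs-14 time comparison and none in the -6vs-14 time comparison, where 0 of 13503 tested genes were DEG. At an unadjusted p of 0.05 or less, 296 and 1189 genes passed, while chance alone would give 675.15. With the sow as a block in edgeR these numbers were 523 and 1761. In the -2vs-14 time comparison, 384 genes were DEG, 263 upregulated and 121 downregulated. In the +1vs-14 time comparison, 3203 genes were DEG, 1799 upregulated and 1404 downregulated. All 384 DEG of -2vs-14 and 3011 of the 3203 DEG of +1vs-14 had all 3 libraries of the later time point above, or all 3 below, the 3 libraries of 14 d prepartum. The absolute log2 fold change was at least 1 in 202 DEG of -2vs-14 and in 1578 DEG of +1vs-14. The sow was paired across time points by the sample ID of Additional file 2, which was joined to the libraries by their total counts. Deviations from the time point means had a mean correlation across genes of 0.396 between libraries with the same sample ID (30 pairs). With the sow as a block in the same edgeR test, 63 genes were DEG in -6vs-14, 1172 in -2vs-14 and 4063 in +1vs-14, and 0 remained in -10vs-14. With limma-voom and the sow as a random effect, the model named in the Methods, 23, 1106 and 3929 genes were DEG in -6vs-14, -2vs-14 and +1vs-14. These counts run over all tested Ensembl genes, whereas the counts of the paper run over the genes with an Entrez gene ID. The lowest counts of any setting run were those with the RIN of each library as a covariate, chosen after seeing the data, at 0 in -2vs-14 (498 genes at an unadjusted p of 0.05 or less) and 76 in +1vs-14. RIN rose with time, so that model cannot separate RIN from time. The highest counts were 1587 in -2vs-14, with an unadjusted comparison p beside the overall adjusted p, and 5688 in +1vs-14, without TMM. Without TMM the balance of directions turned round. In -2vs-14, 160 genes were then upregulated and 1268 downregulated, and in +1vs-14 530 and 5158.

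**Figure D1:**
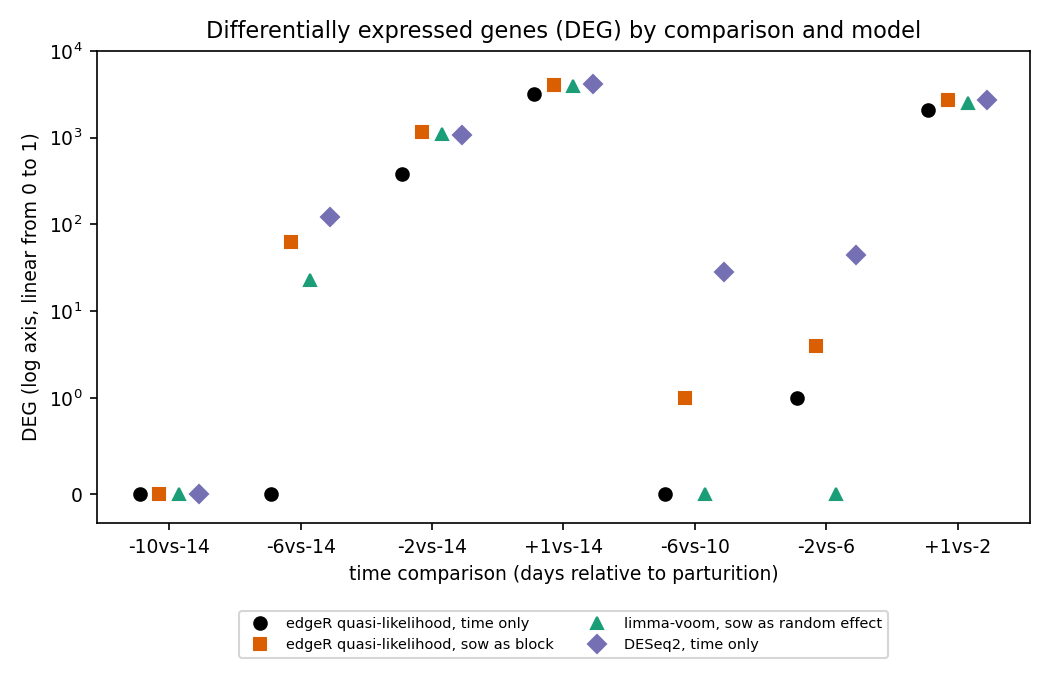
Number of differentially expressed genes (vertical axis, log scale that is linear from 0 to 1) in each time comparison (horizontal axis) under 4 models, each shown by its own symbol. The count was 0 under each of the 4 models in -10vs-14, and in +1vs-14 it lay between 3203 with edgeR and time only and 4159 with DESeq2.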

Considering an FDR and p-value ≤0.05 among the 9393 genes (after annotation with the entrez genes ID) a total of 0, 17 (15 upregulated and 2 downregulated), 788 (451 upregulated and 337 downregulated), and 2884 (1508 upregulated and 1376 downregulated) were differentially expressed for -10vs-14, −6vs-14, −2vs-14, +1vs-14 time comparisons, respectively (Additional file 3).

**Fig. 1:**
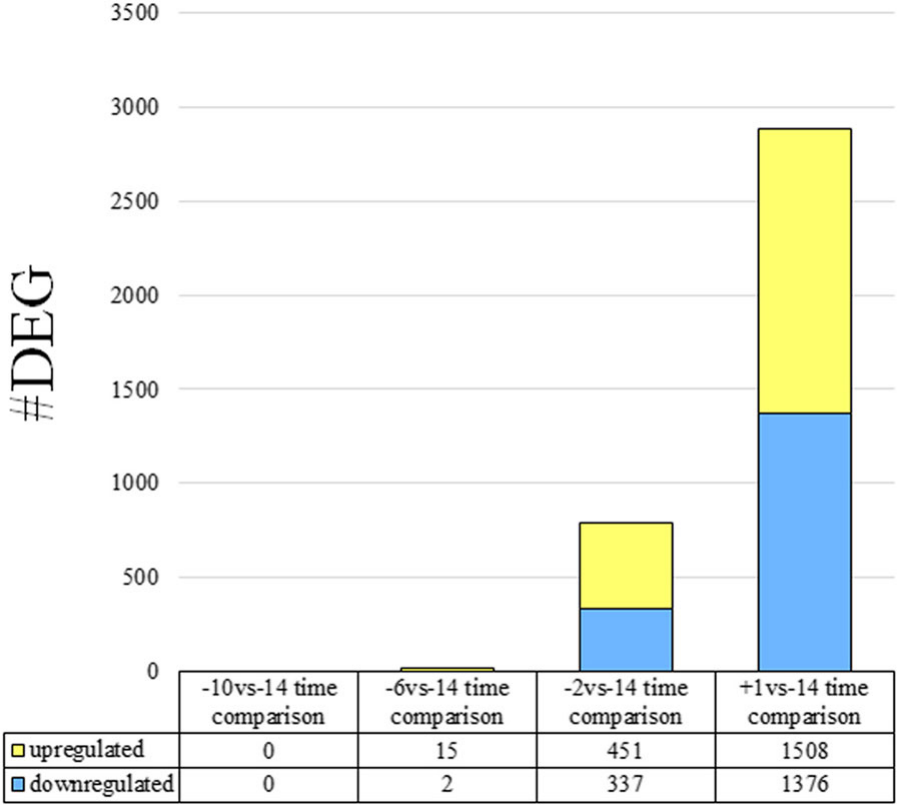
Total number of differentially expressed genes (DEG) due to time resulting from differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing (FDR and p-value ≤0.05). The light blue bars indicate downregulation, while the yellow bars indicate upregulation

For further analysis with DIA [11] and IPA we focused on DEG between -2vs-14 and + 1vs-14 time comparisons, where the largest numbers of activated and inhibited genes were detected. 

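With edgeR and time only, the +1vs-14 time comparison held 8.34 times as many DEG as -2vs-14 (3203 against 384), and the other comparisons with 14 d prepartum held 0 each, with 296 genes in -10vs-14 and 1189 in -6vs-14 at an unadjusted p of 0.05 or less. The same 3 sows were sampled at every time point. In models with the sow, +1vs-14 held a smaller multiple of the DEG of -2vs-14, though not a smaller excess in number. In edgeR with the sow as a block, 4063 genes were DEG in +1vs-14, 1172 in -2vs-14 and 63 in -6vs-14, and in limma-voom with the sow as a random effect 3929, 1106 and 23. The smallest adjusted p from edgeR with time only was 0.9998 in -10vs-14, 0.0591 in -6vs-14, 0.000985 in -2vs-14 and 1.436e-06 in +1vs-14. The DEG of -2vs-14 had a median absolute log2 fold change of 1.07, and those of +1vs-14 of 0.99. More than 10-fold changes were found in 40 DEG of -2vs-14 and in 160 DEG of +1vs-14. With one library of the comparison left out at a time, the number of DEG lay between 37 and 573 in -2vs-14 and between 2497 and 3833 in +1vs-14.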

The -2vs-14 comparison represents the difference in gene expression patterns between a gland with limited growth and a gland that is near full-term, i.e. genes that encompass the last stages of functional differentiation. In contrast, the +1vs-14 comparison represents the difference in mammary tissue between a stage with limited mammary growth and a functional mammary gland which is entered into the lactogenesis stage [4]. To highlight the overall weight of genes in each comparison, the top ten upregulated genes were underscored (Tables 2 and 3). *CSN1S2* and *LALBA* were the most-expressed genes at 2d prepartum, whereas *WAP*, *CSN1S2*, *SAA2* and *LALBA* had a marked upregulation at 1d postpartum. 

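The count tables identify genes by Ensembl gene ID, and the 1998 entries of Additional file 3 used here pair 1991 of these IDs with a gene. A name could be given to 1949 of them, all among the 13503 tested genes, and CSN1S2, LALBA, WAP and SAA2 were not among the named ones. The largest increases are therefore given by ID. In -2vs-14, ENSSSCG00000009263, on chromosome 8 of Sscrofa10.2 from 148310617 to 148326957, rose from 29.7 ± 25.8 CPM (SD, n = 3) at 14 d prepartum to 389 ± 391 CPM at 10 d, 2406 ± 1947 CPM at 6 d and 24353 ± 22387 CPM at 2 d prepartum, and it rose at each of these steps in all 3 sows. Against 14 d prepartum its log2 fold change was 3.71 at 10 d (standard error 1.33, adjusted p = 0.9998 from edgeR) and 6.34 at 6 d (standard error 1.51, adjusted p = 0.232), not past the threshold, but with the sow as a block it was called in -6vs-14 (log2 fold change 5.91, standard error 0.94, adjusted p = 0.0239). In -2vs-14 its log2 fold change was 9.68 (standard error 1.74, adjusted p = 0.0150 from edgeR). In +1vs-14 it reached 111601 ± 94714 CPM, with a log2 fold change of 11.87 (standard error 1.88, adjusted p = 0.000449). ENSSSCG00000016731, on chromosome 18 from 55190838 to 55192844, had the highest increase of +1vs-14, from 0.686 ± 0.382 CPM to 3082 ± 2082 CPM, a log2 fold change of 12.11 (standard error 1.67, adjusted p = 0.000192). Its level was 4.36 ± 5.19 CPM at 10 d and 15.0 ± 13.7 CPM at 6 d prepartum. At 2 d prepartum its level was 124 ± 96.9 CPM, a log2 fold change of 7.47 (standard error 1.45, adjusted p = 0.0195). With one library left out at a time, its call in -2vs-14 was lost in 5 of 6 fits, and that of ENSSSCG00000009263 in 2 of 6. With the sow as a block in edgeR and all libraries, both were called in -2vs-14 (adjusted p = 0.00105 and 0.000656). Under the other settings the call of ENSSSCG00000016731 in -2vs-14 was lost in 3 of 12. These were limma-voom with the sow as a random effect, limma-voom without the sow, and the RIN as a covariate. That of ENSSSCG00000009263 was lost with the RIN as a covariate only. At 2 d prepartum replicate 34 was the lowest library for both genes. It had 2589 CPM of ENSSSCG00000009263, against 23155 and 47314 CPM in replicates 28 and 31, and 12.0 CPM of ENSSSCG00000016731, against 173 and 186 CPM. The largest decrease of +1vs-14 with edgeR and time only was that of ENSSSCG00000003303, on chromosome 6 from 54946466 to 54951574. It fell from 3.42 ± 0.140 CPM to 0 CPM in all 3 libraries, a log2 fold change of -8.91 (standard error 1.13, adjusted p = 0.000195). With 0 counts in all 3 later libraries, the size of this change is poorly determined. ENSSSCG00000007515 on chromosome 17 fell from 33.1 ± 16.4 CPM to 0.114 ± 0.0503 CPM, a log2 fold change of -8.25 (standard error 1.41, adjusted p = 0.000734). Under the other settings, the log2 fold change of ENSSSCG00000003303 weakened to as little as -6.01. That of ENSSSCG00000007515 was never weaker than -7.29 there, so the order of these genes is not stable.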

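Among the upregulated DEG, 236 were shared by the -2vs-14 and +1vs-14 time comparisons, 27 were found in -2vs-14 alone and 1563 in +1vs-14 alone. Of the downregulated DEG, 95 were shared, 26 were found in -2vs-14 alone and 1309 in +1vs-14 alone. There were 4 genes called in both comparisons with opposite directions. Thus 86.2% of the DEG of -2vs-14 were called in the same direction in +1vs-14. The genes upregulated in both had a median log2 fold change of 1.17 in -2vs-14 and 1.51 in +1vs-14, and 177 of the 236 were higher at 1 d postpartum than at 2 d prepartum. In the direct +1vs-2 comparison, 62 of them were called upregulated and 1 downregulated. Of the 27 genes upregulated in -2vs-14 but not in +1vs-14, 23 had no call in +1vs-14 and a log2 fold change above 0 there, and 17 were called downregulated in +1vs-2.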

The overlap and specific upregulated genes between the last two time comparisons are reported in Table 4.

**Table 2:** Top ten upregulated genes in the -2vs-14 time comparison (FDR and *p*-value ≤0.05)

Gene symbol	Entrez gene ID	FDR	FC	*P*-value
*CSN1S2*	445,515	˂ .000	629.572	0.002
*LALBA*	397,647	0.003	128.511	0.032
*LOC100522145*	100,522,145	0.002	95.634	0.019
*BTN1A1*	100,153,328	0.007	90.488	0.023
*BTN1A1-like*	100,626,139	0.007	90.488	0.023
*CYP1A1*	403,103	0.005	59.108	0.011
*LOC100524679*	100,524,679	0.006	59.017	0.015
*CSN2*	404,088	0.001	31.014	0.003
*HP*	397,061	˂ .000	29.272	0.001
*ACSL6*	100,522,126	0.012	26.040	0.031

The overall false discovery rate (FDR) together with the fold-change (FC) and P-value for the specific comparison is reported for each gene

**Table 3:** Top ten upregulated genes in the +1vs-14 time comparison (FDR and *p*-value ≤0.05)

Gene symbol	Entrez gene ID	FDR	FC	*P*-value
*WAP*	396,835	0.004	4205.803	0.001
*CSN1S2*	445,515	˂ .000	3858.507	˂ .000
*SAA2*	100,525,680	˂ .000	3039.234	˂ .000
*LALBA*	397,647	0.003	1275.540	0.001
*LOC100522145*	100,522,145	0.002	568.374	˂ .000
*LBP*	397,303	˂ .000	372.186	˂ .000
*CP*	406,870	0.043	258.471	0.011
*HP*	397,061	˂ .000	204.864	˂ .000
*BTN1A1*	100,153,328	0.007	202.517	0.002
*BTN1A1-like*	100,626,139	0.007	202.517	0.002

The overall false discovery rate (FDR) together with the fold-change (FC) and *P*-value for the specific comparison is reported for each gene

**Table 4:** Summary of top 10 upregulated genes in both and specific time comparisons (FDR and *p*-value ≤0.05)

Status	+1vs-14 time comparison	-2vs-14 time comparison	both time comparisons
upregulated	*WAP, SAA2, LBP, CP*	*CYP1A1, LOC100524679, CSN2, ACSL6*	*HP, LALBA, CSN1S2, BTN1A1, BTN1A1-like LOC100522145*

### Overall summary of KEGG categories

The DIA results are summarized in Fig. 2. They provide an overview of impact and flux for each KEGG category calculated following DIA procedures [11]. We clearly observed no significant changes in -10vs-14 and -6vs-14 time comparisons because of the lack of DEG associated with these comparisons (data not showed). Instead, closer to parturition (−2vs-14 comparison), we detected an evident activation of all main categories and in particular ‘Metabolism category’ and ‘Organismal Systems’ pathways, which became stronger considering the postpartum stage (+1vs-14). 

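In -10vs-14, 0 genes were DEG with edgeR, and 296 genes had an unadjusted p of 0.05 or less, against the 675.15 that chance alone would give among 13503 tested genes. With the sow as a block in edgeR 523 genes had such a p, and with limma-voom and the sow as a random effect 555. The model with time only ignores that the same sows were sampled at each time point. Its low number is therefore not evidence of less change than chance. The count of DEG in -10vs-14 was 0 with DESeq2 and with limma-voom with or without the sow as well. In -6vs-14, 0 genes were DEG, 1189 genes had an unadjusted p of 0.05 or less, 682 of them higher and 507 lower at 6 d prepartum, and the smallest adjusted p was 0.0591. The count in -6vs-14 depended on the model, with 7 DEG in limma-voom without the sow, 23 with the sow as a random effect, 63 with the sow as a block in edgeR and 122 in DESeq2. On counts simulated with the means, dispersions and library sizes of these libraries, and with 200 genes above a minimum mean count changed 4-fold at 1 d postpartum, edgeR recovered 92.5% of the changed genes in +1vs-14. The same simulation gave 0 false calls in -10vs-14 with edgeR and 10 with DESeq2. It held no change before parturition, no change smaller than 4-fold and no difference between sows. It therefore does not show how many early changes edgeR would find, nor whether the 122 calls of DESeq2 in -6vs-14 are false.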

Focusing only on these main categories and considering the related subcategories with flux value at least 50% of impact value, clearly within ‘Metabolism’ the subcategory ‘Lipid Metabolism’ was the most-impacted and recurrent in both comparisons, followed by ‘Metabolism of Other Amino Acids’. It was not possible to highlight a recurrent subcategory within ‘Organismal Systems’ with flux value at least 50% of impact value in the last 2 comparisons, thus, we chose the recurrent subcategory with highest impact and upregulated flux: ‘Endocrine system’. Regarding the other KEGG pathway categories (i.e. ‘Genetic Information Processing’, ‘Environmental Information Processing’ and ‘Cellular Processes’), we observed a marked downregulation of all ‘Genetic Information Processing’ subcategories and a marked upregulation of ‘Environmental Information Processing’ at 1 day postpartum.

**Fig. 2:**
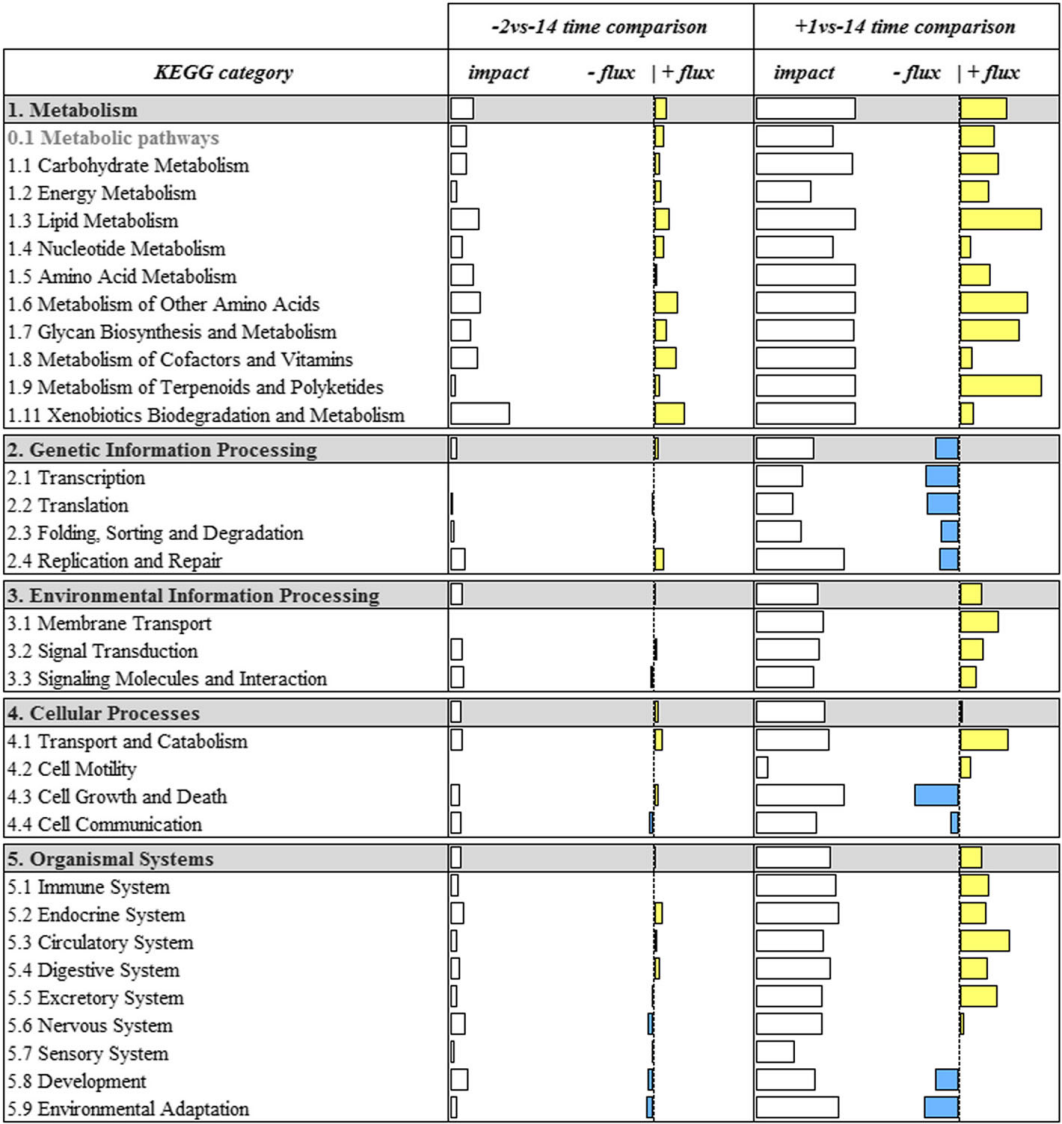
Summary of the main KEGG categories resulting from the Dynamic Impact Approach (DIA) analysis on differentially expressed genes (DEG) obtained by differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing (FDR and *p*-value ≤0.05). For each time comparison, the columns represent the effect (impact) and flux responses. The white bars represent the effect value (0 to 150), and the flux columns represent negative (−) and positive (+) flux (− 150 to + 150) based on the direction of the effect. The negative flux (light blue bars) indicates a downregulation, while the positive flux (yellow bars) indicates an upregulation

The above general results only provide information about the overall impact and the general direction of the impact (flux) of each significant category and subcategory in the dataset. With the aim to reach a better understanding of the biological relevance of each significant impacted category/subcategories, we focused on the single metabolic pathways falling within the main subcategories of interest particularly ‘Lipid Metabolism’ and ‘Endocrine system’ (Figs. 3 and 4). Except ‘Primary bile acid biosynthesis’, for the ‘Lipid Metabolism’ subcategory we uncovered a clear upregulation of all pathways. In particular, ‘Fatty acid biosynthesis’ was the most impacted and upregulated pathway in both comparisons followed by ‘Arachidonic acid metabolism’ and ‘Steroid hormone biosynthesis’ at 2d prepartum, and ‘Steroid biosynthesis’ and ‘Synthesis and degradation of ketone bodies’ at 1d postpartum. Within ‘Endocrine system’, we detected a marked upregulation of ‘Prolactin signaling pathway’ recurrent in the last 2 comparisons, followed by ‘Ovarian steroidogenesis’ and ‘PPAR signaling pathway’ at 2d prepartum and ‘PPAR signaling pathway’ and ‘Thyroid hormone synthesis’ at 1d postpartum. There was a marked downregulation of ‘Adipocytokine signaling pathway’ at 1d postpartum and ‘Insulin signaling pathway’ in the last 2 comparisons.

**Fig. 3:**
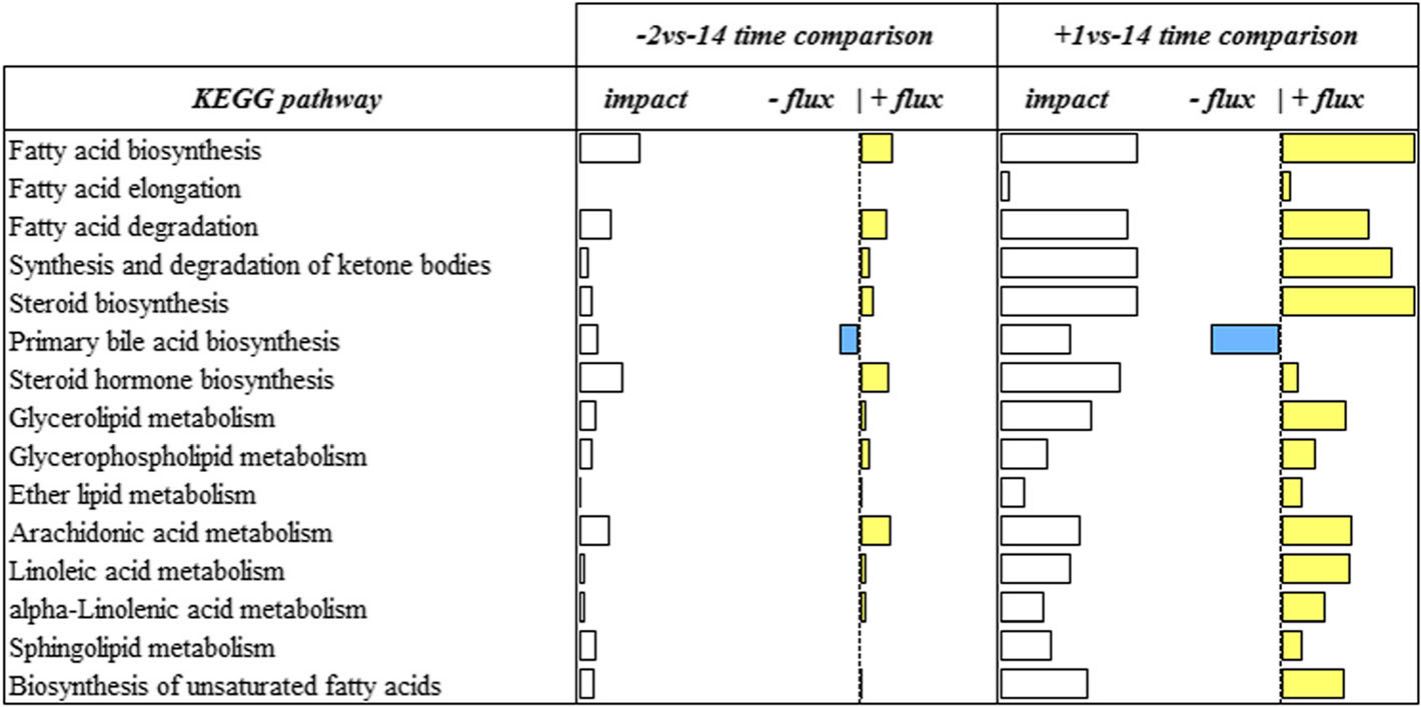
Summary of KEGG ‘Lipid Metabolism’ pathways resulting from the Dynamic Impact Approach (DIA) analysis on differentially expressed genes (DEG) obtained by differential expression (DE) analysis of RNAseq data on swine mammary gland from late pregnancy to farrowing (FDR and p-value ≤0.05). For each time comparison, the columns represent the effect (impact) and flux responses. The white bars represent the effect value (0 to 300), and the flux columns represent negative (−) and positive (+) flux (− 300 to + 300) based on the direction of the effect. The negative flux (light blue bars) indicates a downregulation, while the positive flux (yellow bars) indicates an upregulation

**Fig. 4:**
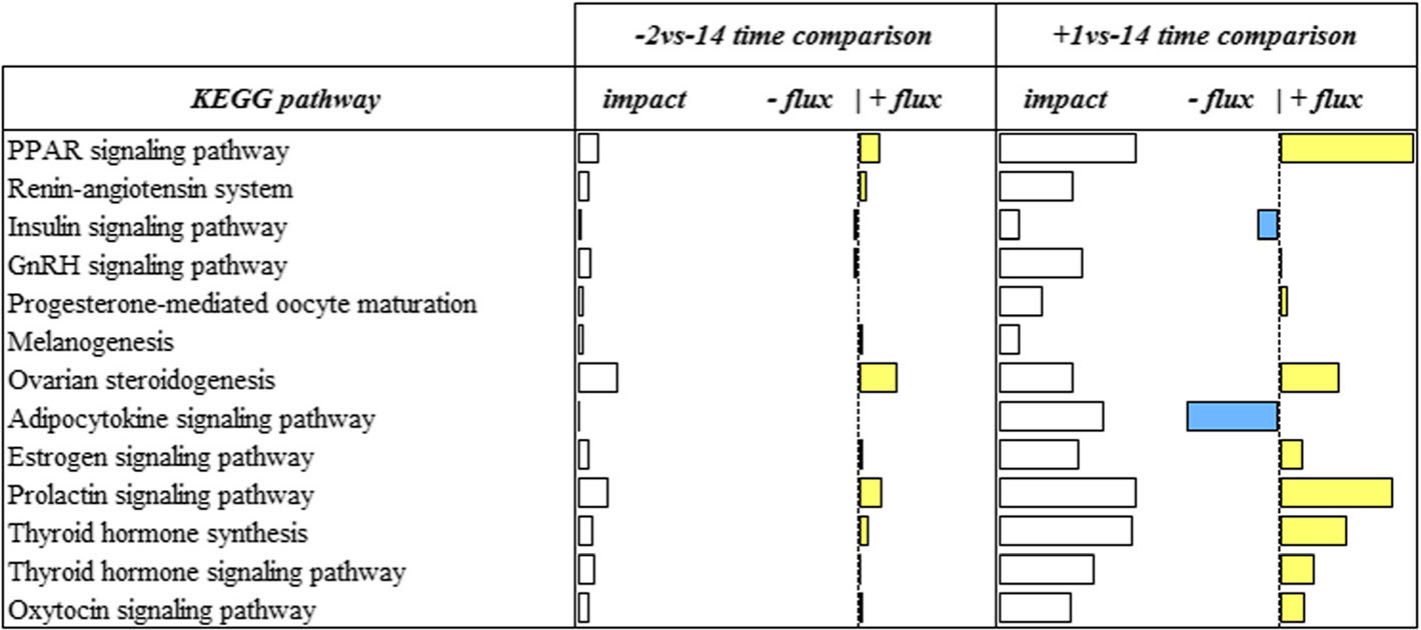
Summary of KEGG ‘Endocrine system’ pathways resulting from the Dynamic Impact Approach (DIA) analysis on differentially expressed genes (DEG) obtained by differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing (FDR and p-value ≤0.05). For each time comparison, the columns represent the effect (impact) and flux responses. The white bars represent the effect value (0 to 200), and the flux columns represent negative (−) and positive (+) flux (−200 to + 200) based on the direction of the effect. The negative flux (light blue bars) indicates a downregulation, while the positive flux (yellow bars) indicates an upregulation

### Most impacted pathways

To highlight the overall most impacted and upregulated pathways, we considered all pathways without any category classification and with flux value at least 50% of impact value (Figs. 5 and 6). When the last stage (−2d vs -14d) of gestation was considered, ‘Fatty acid biosynthesis’, ‘Retinol metabolism’, ‘Drug metabolism – other enzymes’, ‘PPAR signaling pathway’, ‘Galactose metabolism’, ‘Steroid hormone biosynthesis’, ‘Metabolism of xenobiotics by cytochrome P450’, ‘Chemical carcinogenesis’, ‘Fatty acid degradation’, ‘Arachidonic acid metabolism’ were the most impacted and upregulated pathways. When the parturition stage (+1d vs -14d) was considered, ‘PPAR signaling pathway’, ‘Steroid biosynthesis’, ‘Fatty acid biosynthesis’, ‘Synthesis and degradation of ketone bodies’, ‘Mineral absorption’, ‘beta-Alanine metabolism’, ‘Galactose metabolism’, ‘Fatty acid degradation’, ‘Drug metabolism - other enzyme’ and ‘Histidine metabolism’ were the most impacted and upregulated pathways.

**Fig. 5:**
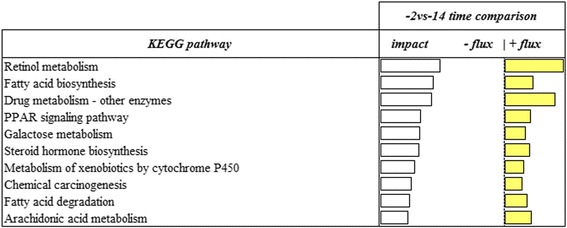
Top 10 upregulated KEGG pathways in the -2d vs −14 d comparison resulting from the Dynamic Impact Approach (DIA) analysis on differentially expressed genes (DEG) obtained by differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing (FDR and p-value ≤0.05). The columns represent the effect (impact) and flux responses. The white bars represent the effect value (0 to 150) and the yellow bars represent the flux (the direction of the effect)

**Fig. 6:**
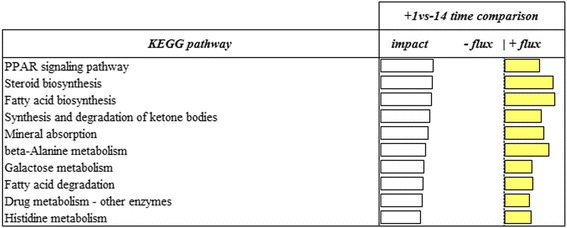
Top 10 upregulated KEGG pathways in the + 1d vs − 14 d comparison resulting from the Dynamic Impact Approach (DIA) analysis on differentially expressed genes (DEG) obtained by differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing (FDR and p-value ≤0.05). The columns represent the effect (impact) and flux responses. The white bars represent the effect value (0 to 400) and the yellow bars represent the flux (the direction of the effect)

### Enrichment analysis of genes in most recurrent pathway categories

As shown above, ‘Lipid metabolism’ and ‘Endocrine system’ were the most recurrent pathway subcategories. A KEGG enrichment analysis was performed to identify the most upregulated genes among these subcategories (FDR and *p*-value ≤0.05). To underscore the weight of a specific gene within the most recurrent KEGG pathway categories, the genes used by DIA for impact and flux calculations were extrapolated and divided into three groups: upregulated genes in ‘+1vs-14’, ‘-2vs-14’ and ‘both’ time comparisons. 

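The genes that Table 5 lists were linked to the count tables through the names and Entrez gene IDs in the 1998 entries of Additional file 3 used here, and only the linked ones are given here. For lipid metabolism, 10 of the 43 genes in the column of +1vs-14 were linked. In +1vs-14, 9 of these were upregulated DEG with edgeR, with a median log2 fold change of 0.77 (from 0.36 to 1.98), and in -2vs-14 0 of the 10 were DEG, with a median of -0.03 that became 0.0817 without replicate 34 of 2 d prepartum. Of the 17 genes in the column of both comparisons 4 were linked, of which 2 were upregulated DEG in -2vs-14 (median log2 fold change 0.81) and all 4 in +1vs-14 (median 1.59). In the column of -2vs-14, 2 of the 7 genes were linked, and 1 was an upregulated DEG in -2vs-14. For the endocrine system, 12 of the 67 genes in the column of -2vs-14 were linked. In -2vs-14 0 of the 12 were DEG, with a median log2 fold change of 0.11, and in +1vs-14 10 were upregulated DEG, with a median of 0.98. The text of the paper reports CD14, HK2 and ACACB of this column as upregulated at 1 d postpartum. The headings of the endocrine columns of +1vs-14 and -2vs-14 therefore appear to be exchanged. Of the 28 endocrine genes in the column of both comparisons 7 were linked, of which 4 were upregulated DEG in -2vs-14 and 6 in +1vs-14. The counts depended on the libraries kept and on the sow. With one library left out at a time, between 0 and 3 lipid genes in the column of both comparisons were called in -2vs-14. For the endocrine genes in the column of both comparisons it was between 0 and 7. The number rose only without replicate 34 of 2 d prepartum and fell without any other library. The medians in -2vs-14 stayed between 0.72 and 0.96 for these lipid genes and between 0.77 and 0.99 for these endocrine genes. A fit with fewer libraries has less power, so a lost call need not come from the library left out. With limma-voom and the sow as a random effect, all 4 linked lipid genes and all 7 linked endocrine genes in the columns of both comparisons were upregulated DEG in -2vs-14, as were both linked lipid genes in the column of -2vs-14. In +1vs-14 that model called all 10 lipid genes in the column of +1vs-14 and all 12 endocrine genes in the column of -2vs-14, and in -2vs-14 it called 0 of those 12, while edgeR with the sow as a block called 1 of them. With the RIN as a covariate, chosen after seeing the data, 0 genes of each list were called in either comparison. In the columns of both comparisons the medians were then 0.85 in -2vs-14 and 1.60 in +1vs-14 for the lipid genes, and 0.86 and 0.92 for the endocrine genes. RIN rose with time, so this model cannot separate RIN from time. The lists were drawn by the paper from its own DEG, so these values describe the listed genes and are not a test of the category. Without TMM the median of the 12 endocrine genes in -2vs-14 changed direction, to -0.29.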

The summary of upregulated genes is reported in Table 5.

**Table 5:** Summary of upregulated genes in the most-recurrent KEGG subcategories in both and specific comparisons (FDR and *p*-value ≤0.05)

KEGG Category	Status	+1vs-14 time comparison	-2vs-14 time comparison	Both time comparisons
Lipid Metabolism	upregulated	*ALDH2, HMGCS1, HSD11B1, SCD, ACSL3, FAXDC2, SGMS2, SC5D, 403,334, ACACB, SQLE, MSMO1, CYP2J2, CERS4, CYP2J34, LCLAT1, DHCR24, 100,233,182, PLPP3, FADS2, 100,170,845, 100,517,533, ACAT2, MGLL, CYP2D25, TM7SF2, ACADM, ARSA, PNPLA2, GLA, SMPD1, PTGS1, LPCAT3, GPCPD1, PAFAH2, ACADS, NSDHL, PLA2G12A, KDSR, ECI2, GBA2, COMT, 100515577*	*CYP1A1, 100,157,065, GPAM, GPD2, SGMS1, CDIPT, DGAT1*	*GGT1, 397,097, FADS1, AGPAT1, NEU1, GPAT4, CEPT1, HSD17B7, CDS2, PLA2G16, 100,522,126, 100,522,145, 100,522,692, GPAT3, 100,625,138, 100,625,332, 100,738,292*
Endocrine System	upregulated	*CYP1A1, PYGB*	*396,835, CD14, FXYD2, FOS, HK2, RCAN1, SH2B2, PFKFB2, STAT3, ACACB, PHKG1, ITGB3, HSPA5, OXTR, CYP2J2, PLN, PLCD3, SEC11C, CYP2J34, HSP90B1, MYL9, CPEB4, 100,514,493, ITGA11, RRAS, CREB3L2, CPEB3, CFL2, NFATC2, CTSB, SEC61G, SRP54, SPCS3, PRKCI, ITGA2, PLCD1, JUN, DIAPH1, SEC63, PRKAB2, SP1, BCAR1, B2M, 106,504,143, PRKAB1, PIKFYVE, KAT2B, CREB3, PRKCD, STAT1, RYR2, 100,522,756, 396,848, CASP9, PHKG2, JAK2, ITGAV, SRP68, SRP68, PPP1CB, ITPR3, SOCS6, IFI30, PAK1, PPP1R12C, ELK1, 100,517,270, RHOA*	*CTSV, KCNJ2, NOS3, PCK2, CSN2, FOXO3, MTOR, NCOA2, SPCS1, SRC, SEC61A1, HSD17B7, PDIA3, MAPK14, CALR, SEC61B, RPTOR, SRPRA, CREB3L1, CANX, VAV1, 100,522,176, PDIA4, GNA13, 100,523,015, 100,523,202, EEF2K, MRAS*

### Gene network analysis

IPA allowed uncovering relationships between transcription factors and DEG. 

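The target genes that Additional file 4 lists for XBP1 and SREBP1 were followed in the counts where their names were linked to an Ensembl gene ID. For XBP1, 9 of the 31 targets in -2vs-14 were linked, all 9 had a log2 fold change above 0 (median 0.68, from 0.42 to 1.64) and 5 were upregulated DEG with edgeR. In +1vs-14, 19 of the 64 targets were linked, all 19 were above 0 (median 1.12, from 0.59 to 2.31) and 18 were upregulated DEG. For SREBP1, 2 of the 13 targets in -2vs-14 were linked and 0 were DEG, with log2 fold changes of -0.98 and 0.44. In +1vs-14, 7 of the 41 targets were linked, of which 5 were upregulated and 2 downregulated DEG (median log2 fold change 1.68, from -1.26 to 1.98). With limma-voom and the sow as a random effect, all 9 XBP1 targets in -2vs-14 and all 19 in +1vs-14 were upregulated DEG, and of the 2 SREBP1 targets in -2vs-14, 1 was upregulated and 1 downregulated. In edgeR with the sow as a block, 6 of the 9 XBP1 targets were called in -2vs-14. With time only and one library left out at a time, between 0 and 5 of these 9 were called. Their median log2 fold change stayed between 0.62 and 0.76 in these fits. With the RIN as a covariate, chosen after seeing the data, 0 targets were called in either comparison. The medians of the XBP1 targets were then 0.76 in -2vs-14 and 1.09 in +1vs-14, and those of the SREBP1 targets -0.18 and 1.44. RIN rose with time, so this model cannot separate RIN from time, and the lost calls do not show RNA integrity as the cause. The targets had been selected by the paper among its DEG, and the activation scores were not recomputed. Neither XBP1 nor the gene of SREBP1 was among the genes that could be named.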

Considering a ± 2 ‘Activation z-score’ value and p-value cut-off of 0.01, we identified 6 and 55 upstream transcription regulators (TR) in -2vs-14 and + 1vs-14 time comparisons, respectively (Additional file 4). To highlight and summarize similarities and differences in the activation of TR, the overlap between the two comparisons was performed and the activated TR were extracted. The results are reported in Table 6.

**Table 6:** Summary of the most-activated Transcription Regulators (TR) in both and specific comparisons (*p*-value ≤0.01; z-score ≥ ± 2)

Status	+1vs-14 time comparison	-2vs-14 time comparison	Both time comparisons
Activated	*ATF4, CDKN2A, CEBPA, CREB1, CREM, E2F6, ECSIT, EPAS1, FOXO3, GATA1, HIF1A, ID3, IRF1, IRF3, IRF5, IRF7, KDM5B, MEF2D, MXI1, NFATC2, NFKB1, NFKBIA, NUPR1, PDX1, PPARGC1B, RB1, RBL1, RELA, SMARCA4, SMARCB1, SREBP2, STAT1, STAT2, TCF3, TCF7L2, TOB1, TP53*	*ATF6*	*SREBP1 XBP1*

## Discussion

Although there is some discrepancy in the literature as to the specific timing of colostrogenesis and lactogenesis, the consensus is that swine lactogenesis is activated in late-pregnancy [4, 21]. Lactogenesis is further subdivided in two stages: lactogenesis I, which occurs in late-pregnancy and is linked to the synthesis of early milk components and to final structural mammary gland (MG) differentiation; and lactogenesis II, which is characterized by the onset of abundant milk secretion [21]. It is also accepted that colostrum production takes place during lactogenesis I and that the transition from colostrum to mature milk occurs within 48 h after parturition, influenced by suckling piglets whose effect enhances the rate of fat secretion and accelerates the increase in lactose concentrations [21]. 

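The DEG counts of the comparisons up to 6 d prepartum were 0 in -10vs-14, 0 in -6vs-14 and 0 in the direct -6vs-10 comparison with edgeR, against 296, 1189 and 953 genes at an unadjusted p of 0.05 or less. Leaving out each library of the comparison in turn gave between 0 and 2 DEG in -6vs-14, and 0 in every fit of -10vs-14 and of -6vs-10. Other models called genes in these comparisons. With the sow as a block in edgeR, 63 genes were DEG in -6vs-14 and 1 in -6vs-10, limma-voom with the sow as a random effect gave 23 and 0, and DESeq2 gave 122 and 28. The genes that were upregulated in +1vs-14 nevertheless had small shifts early on. Their median log2 fold change was 0.06 in -10vs-14 and 0.11 in -6vs-10, with 64.8% and 69.5% of the 1799 genes above 0. All 15 libraries entered the overall test by which these genes were chosen, so neither value is independent of that choice.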

Our results partly confirmed these timings and indirectly suggest that at 14 days prior to parturition (around day 100 of gestation) the MG already entered stage I lactogenesis, hence, the extremely low number of DEG when comparing both − 10, and -6d to -14d; alternatively, the very low number of DEG during those times could have been a reflection of the low activity of the MG. The large numbers (788) of DEG uncovered in the -2dvs-14d time comparison reflects a strong activation of many metabolic processes compatible with the shifting from stage I to stage II of lactogenesis occurring before parturition also in this species [22]. This is consistent with the consideration that MG reached the greatest degree of structural development at that time, and the preparation for copious milk synthesis and secretion had begun [4, 23].

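The number of DEG in -2vs-14, 384 with all libraries, lay between 37 and 573 when each of the 6 libraries was left out in turn, and the highest number was reached without replicate 34 of 2 d prepartum. On the first principal component of the 15 libraries, which held 43.7% of the variance of log2 CPM, the libraries of 2 d prepartum averaged 6.38 ± 15.7 (SD, n = 3), against -34.4 ± 4.18 at 14 d prepartum. Replicate 34 lay at -10.9 on this component and replicates 28 and 31 at 10.4 and 19.7. All 3 libraries of 2 d prepartum lay above all 3 of 14 d prepartum (two-sided exact permutation p = 0.1, the smallest possible with 3 against 3). With the sow as a block, the same comparison gave 1172 DEG with edgeR.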

The transition period from a non-lactating to lactating state requires important metabolic changes to enable the shift of nutrient prioritization from body reserves towards the mammary gland for milk production. It is clear that the marked number of DEG (2884) detected at day 1 postpartum vs 14 day prepartum reflects the extraordinary metabolic changes in the swine mammary gland once it fully entered into crucial phases of lactogenesis. 

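At 1 d postpartum, the 3 libraries lay between 62.4 and 76.3 on the first principal component and the 3 libraries of 14 d prepartum between -38.4 and -30.0. The +1vs-14 comparison gave 3203 DEG with edgeR, 1799 upregulated and 1404 downregulated. Of these DEG, 49.3% changed at least 2-fold. The spread between libraries was also larger after farrowing, since the median SD of log2 CPM over genes was 0.319 among the 3 libraries of 1 d postpartum and 0.184 among those of 14 d prepartum. Left out in turn, each of the 6 libraries changed the count to between 2497 and 3833 DEG.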

A general overview of DIA results confirm this conclusion. In fact, the overall activation of all ‘Metabolic pathways’ and in particular of ‘Lipid Metabolism’, ‘Metabolism of Other Amino Acids’, ‘Carbohydrate Metabolism’ and ‘PPAR signaling pathways’ is compatible with the transition from a non-lactating to lactating state characterized by the expression of genes associated with synthesis of milk components (i.e. milk proteins, fat and lactose). At the same time, the general inhibition of ‘Genetic Information Processing’, the specific inhibition of ‘Cell Growth and Death’ in ‘Cellular Process’ and of ‘Development’ in ‘Organismal System’ is consistent with the fact that the mammary gland has already significantly grown in mass [3].

At farrowing, the MG is fully involved in the accumulation and secretion of colostrum and milk, with their nutritional and immunological proprieties confirmed by the activation of ‘Immune System’, ‘Endocrine System’ and ‘Excretory System’, as well as by the marked upregulation of *OXTR* (oxytocin receptor) [FC = 3.17] [24]. The role of prolactin secretion, which peaks around farrowing and drives the switch from formation and accumulation of colostrum to synthesis and secretion of milk components [25], is supported by the upregulation of ‘Prolactin signaling pathway’. In summary, although not directly compared, our results indicate that the transition from colostrogenesis to lactogenesis occurs between 6 and 2 days before expected parturition. This is likely attributable to upregulation of a wide array of genes including those involved in ‘Protein and Carbohydrate Metabolism’, ‘Immune System’, ‘Lipid Metabolism’, ‘PPAR signaling pathways’ and ‘Prolactin signaling pathway’.

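Neighbouring time points were compared directly in the same edgeR model. The -6vs-10 comparison gave 0 DEG (953 genes at an unadjusted p of 0.05 or less), the -2vs-6 comparison gave 1 DEG, an upregulated gene (1078 genes at an unadjusted p of 0.05 or less), and the +1vs-2 comparison gave 2059 DEG, 1081 upregulated and 978 downregulated. With the sow as a block the 3 comparisons gave 1, 4 and 2710 DEG, and with DESeq2 they gave 28, 44 and 2673. The 1799 genes upregulated in +1vs-14 rose by a median log2 fold change of 0.06 in -10vs-14, 0.11 in -6vs-10, 0.18 in -2vs-6 and 0.67 in +1vs-2. The share of them with a log2 fold change above 0 was 64.8%, 69.5%, 72.7% and 95.2% in these comparisons. For the 1404 downregulated genes the medians were -0.02, -0.10, -0.13 and -0.63. The genes were chosen by the +1vs-14 comparison and by an overall test that used all 15 libraries, so none of these medians and shares is independent of that choice. On the first principal component the time points averaged -34.4 ± 4.18, -26.9 ± 8.08, -15.2 ± 11.2, 6.38 ± 15.7 and 70.2 ± 7.11 (SD, n = 3) from 14 d prepartum to 1 d postpartum. From its results, and without a direct comparison, the paper proposes that the transition from colostrogenesis to lactogenesis takes place between 6 and 2 days before expected parturition. With 3 libraries per time point, the low count of DEG in -2vs-6 does not show an absence of change in that interval.

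**Figure D2:**
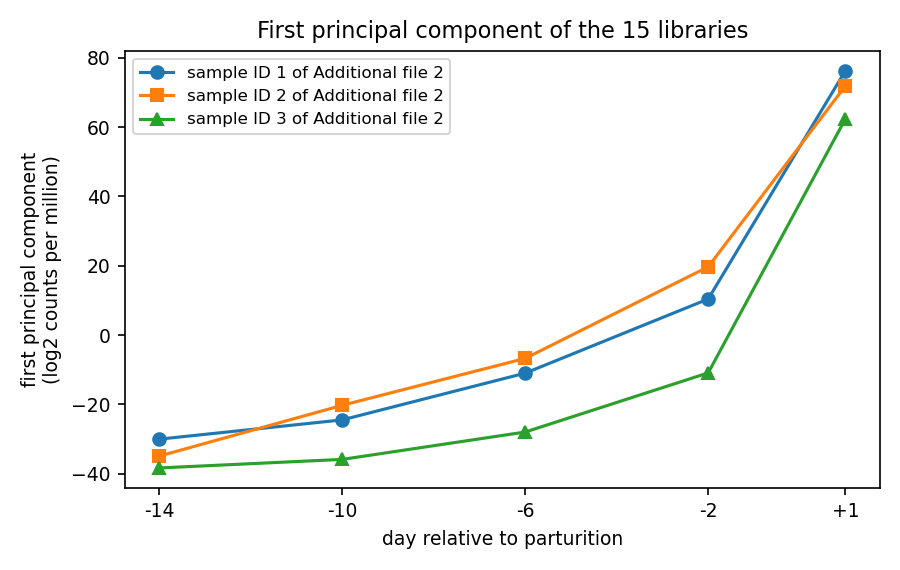
Position of each of the 15 libraries on the first principal component of log2 CPM (vertical axis) against the day relative to parturition (horizontal axis), with lines joining the libraries that share a sample ID in Additional file 2. The libraries of 2 d prepartum lie between -10.9 and 19.7 and those of 1 d postpartum between 62.4 and 76.3.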

### Protein and carbohydrate metabolism

It is known that concentrations of total protein in sow mammary secretions are highest at parturition [26] The evident upregulation in the last comparison of ‘Amino Acid Metabolism’ and ‘Metabolism of Other Amino Acids’ pathways is consistent with the strong activation of synthesis of the major milk protein during the onset of lactation. These changes in protein concentrations mirror the changes in immunoglobulin content, highly abundant in colostrum with a gradual decrease in milk, and concurrently a lower casein content in colostrum followed by a high increase during the postpartum [26]. While immunoglobulin concentrations are significantly declining and β-lactoglobulin are relatively constant from the colostrum period through lactation, the proportion of casein and α-lactalbumin increases considerably in the postpartum period [26]. These previously reported responses are confirmed in our results by the strong upregulation of *CSN2*, *CSN1S2*, *CSN1S1* and *LALBA*, which are among the overall top upregulated genes in the last 2 comparisons along with the marked upregulation of *WAP* at 1 day postpartum. The upregulation of *LALBA* deserves particular consideration because of its involvement in lactose biosynthesis [27]. Lactose is the major carbohydrate in sow milk and the major osmole in milk, responsible for drawing water into the secretory vesicles [26]. Lactose concentrations are low in colostrum then increase gradually over the first 2 to 3 days of lactation [26]. Our transcriptomic results confirmed this evidence, showing a marked upregulation of ‘Carbohydrate Metabolism’ during the transition from late pregnancy to parturition, driven by upregulation of many genes and particularly by *LALBA*, *B4GALT1* and *HK2* activity all involved in ‘Galactose Metabolism’ pathway.

### Milk caseins

There was a marked upregulation of *CSN1S2* (alpha-S2-casein) at 2d prepartum and 1d postpartum [FC = 629.57 and 3858.51]. Several studies reported *CSN1S2* as one of the most up-regulated caseins increasing in expression during lactation in bovine [28], pig and mouse [29]. It was also found expressed in colostrum and mid lactation milk in goats [30]. The temporal expression pattern of α-casein genes is similar in many species with *CSN1S2* as the most upregulated followed by *CSN1S1*. Our results confirmed this pattern also in pig with a lower expression of *CSN1S1* [FC = 4.00 and 5.25] compared with *CSN1S2*.

An expected result was the marked upregulation of *CSN2* [FC = 31.01 and 33.52], a member of the β-casein family. The principal protein in human milk is the β-casein, which represents the primary source of essential amino acids for a suckling infant. The increases in expression from 2d prepartum to 1d postpartum of *CSN2* was not surprising because it is known that the proportion casein of total milk protein sharply increases by 24 h postpartum [26] and because caseins, together with the whey proteins, represent the highest percentage of milk protein fraction (~ 90%) [26]. In this regard, it is also known that the mRNA abundance of WAP in monogastric appears to be as high or higher than caseins [29]. This is in agreement with our results at 1d postpartum where we found the abrupt upregulation of *WAP* (whey acidic protein) [FC = 4205.80]. Whey acidic protein is the major whey protein in the milk of many species, including the pig where it is secreted at a consistent level throughout lactation [31]. The increase in expression of *WAP* in monogastrics was proportional to *LALBA* [29]. Our result confirmed this relationship [*LALBA*, FC = 128.51 and 1275.53].

It is well established that energy content of the diet and the simultaneous availability of amino acids (AA) affect milk protein content [29]. In this sense, one of the major limitations for milk protein synthesis is represented by transport of AA. A comprehensive literature review on AA transporters in the mammary gland was conducted by Shennan and Boyd [32]. The article describes a list of transporters including those presented in our results. In this regard, the marked upregulation of *SLC7A4* in the last comparison [FC = 32.27] is noteworthy. *SLC7A4* codes for the CAT-4 protein, related to other members of the SLC7 family of cationic amino acid transporters and found highly expressed in swine placental tissue [33]. Although the exact function of the SLC7A4 protein in the context of AA metabolism is not well-known, considering that *SLC7A4* is an important paralog of *SLC7A1*, coding for the CAT-1 protein, which was identified in porcine MG where its abundance increases at early lactation compared with prepartum and it is positively correlated to β-CN and α-LA [34], we speculate that *SLC7A4* in mammary epithelial cells (MEC) could participate in the uptake of leucine (Leu), hence, stimulating protein synthesis through activation of the mTOR cell signaling pathway [35, 36]. In fact, Krogh et al. [37] showed recently that Leu is the most extracted AA by the sow mammary gland in early lactation (d + 3) and in our study, we detected an upregulation [FC = 2.04] at 1d postpartum of another solute carrier family: *SLC7A8*, coding for LAT2, that, together with LAT1, have been proposed to be involved in Leu uptake in the mammary gland [38]. In the same way, insulin signaling, inducing translation via activation of the mTOR pathway, plays an important role in the control of milk protein synthesis [29]. In particular, the insulin effect prevents mTOR inhibition by blocking (via phosphorylation) the main inhibitors of mTOR: the tuberous sclerosis proteins (i.e., TSC1 and TSC2) [29]. In this regard, it was interesting to note the downregulation of *TSC1* at postpartum stage [FC = − 1.24].

### Lactose synthesis

Expression of *LALBA*, encoding α-lactalbumin, was strongly upregulated at 2d prepartum and 1d postpartum [FC = 128.51 and 1275.53]. This is one of the main milk proteins also involved in ‘Carbohydrate Metabolism’ via activation of ‘Galactose metabolism’. In fact, LALBA is part of the lactose synthetase complex that, inside the Golgi, uses glucose and UDP-galactose as substrates for the synthesis of lactose [39]. Our result is in agreement with findings of other studies, where *LALBA* upregulation was detected towards the end of gestation, just before parturition [40, 41]. This result is also consistent with the gradual increase in α-lactalbumin and lactose concentrations in colostrum compared with milk during the first days of lactation [26]. However, if glands are not suckled from 12 h after parturition (i.e. during the colostrum period), expression of *LALBA* is decreased 24 h after parturition in response to lack of colostrum removal [42].

Regarding the lactose synthase enzyme complex, it was noteworthy that in the last 2 comparisons *B4GALT1* was upregulated [FC = 2.40 and 3.27]. The *B4GALT1* gene encodes one of seven beta-1,4-galactosyltransferase (beta4GalT) proteins of the complex and is unique because it participates both in glycoconjugate and lactose biosynthesis [27].

The transport of UDP-galactose into the Golgi is regulated by SLC35A2, which is considered a rate-limiting process in lactose synthesis [43]. The expression of this gene was upregulated in the 2 last comparisons [FC = 2.05 and 2.01]. The marked upregulation of *HK2* [FC = 5.02] at 1d postpartum is important in the context of lactose biosynthesis. In fact, hexokinase (HK) is considered to have a potential controlling step for glucose availability for lactose synthesis [43]. In rodents, *HK2* is detected only after parturition and it was speculated that its presence may lead to an increase in free glucose for lactose synthesis and improved activity of the pentose phosphate shunt to generate reducing equivalents for lipogenesis [44].

### Immune system

The concept that milk, mammary secretions, and the mammary gland have major roles in immune defense has long been proposed [45]. It is well-established that both colostrum and milk proteins have nutritive and immunological functions for the newborn [46]. This is crucial for pigs that have an epitheliochorial placenta impermeable to immunoglobulins (Ig) [1], thus, neonate survival depends upon the passive acquisition of maternal immunity [47]. Immunoglobulins are the primary protein components of colostrum with an immunological function [48]. Immunoglobulin G, in particular, is the major immunoglobulin in sow colostrum and its concentration remains elevated for the initial hours postpartum and then starts to decline consistently [26]. In bovine it is known that specific transport mechanism allows the transfer of a large amount of IgG immunoglobulins from the blood stream across the mammary barrier into colostrum and milk [49]. In pigs it would also appear that colostrum is not a true mammary secretion since 90% of its immunoglobulin content is of serum origin [50].

The transport of immunoglobulins from maternal plasma to colostrum is highly-selective [51] and it is known that FcRn plays an important role in the IgG transport during colostrum formation in several species [52, 53]. In this regard, our results showed no differential expression of *FCGRT* (Fc fragment of IgG receptor and transporter) among time comparisons. Considering the time-window of our experiment, we speculate that this result is consistent with the need for sustained expression of *FCGRT* as a way to support colostrum synthesis and also as a defense mechanism to protect mammary tissue. In fact, it is known that FcRn expression coincides with Stage 1 lactogenesis (the onset of colostrogenesis).

### Antimicrobial components and chemoattractant activity

Antimicrobial proteins naturally present in colostrum and milk have the ability to kill and inhibit a broad spectrum of bacteria [54, 55]. In this regard, the marked upregulation of *HP* (haptoglobin) in the last 2 comparisons [FC = 29.27 and 204.86] was noteworthy. Haptoglobin is an acute-phase protein responsive to inflammation and infection [56] that has already been shown to exert immune modulating functions on the innate and adaptive immune system of the pig [57]. At 1d postpartum there was also a significant upregulation of *LTF* (lactotransferrin) [FC = 3.92]. This gene is a member of the transferrin gene family and is a major iron-binding protein in milk and body secretions with an antimicrobial activity and an important role in the non-specific immune system [45]. Our result is consistent with the fact that lactotransferrin concentrations in swine colostrum at parturition are high and remain elevated through the first days of lactation [26].

Milk is also known to exert a potent chemotactic activity on neutrophils [58]. The prompt recruitment of neutrophils is important for the containment of a number of pathogens at sites of infection, and represents an innate host defenses against microorganisms [59]. In this sense, the role of the chemokine superfamily that encodes secreted proteins involved in immunoregulatory and inflammatory processes must be underscored. Both *CXCL2* and *CXCL10* encode chemokine antimicrobial proteins with a marked upregulation at 1d postpartum [FC = 17.87 and 5.34, respectively]. Bovine colostrum contains all main chemokines (CXCL1, CXCL2 and CXCL3), but concentrations of CXCL2 are generally the lowest and decrease sharply such that it is undetectable in milk after the onset of lactation [58]. From that standpoint, the strong upregulation of *growth-regulated protein homolog gamma* (also known as *CXCL3*) at 1d postpartum [FC = 36.64] is noteworthy. CXCL3/GRO-gamma is involved in the chemokine signaling pathway and (in the absence of inflammation) is considered the major chemotactic factor for neutrophils secreted constitutively into milk [58]. Our results emphasized a major role of *CXCL2* and *CXCL3* in the transition from colostrum to mature milk in swine, probably to help in the prompt recruitment of neutrophils.

We also detected a marked upregulation of *C7* [FC = 7.43] at 1d postpartum. This gene encodes a serum glycoprotein that forms a membrane attack complex together with complement components C5b, C6, C8, and C9 as part of the terminal complement pathway of the innate immune system. In bovine milk, these complement components are found in high concentration in the first 2 days after parturition and then decrease during the following days [60]. In the last 2 time comparisons we also detected the upregulation of *C4A* (Complement C4A) [FC = 2.05 and 5.73], which acts in concert with other complement components to hasten the destruction of pathogens by phagocytes [61]. It is known that milk and colostrum are rich in host-resistance factors, among the others C4 and C3 proactivators [62]. Even in the absence of cognate interactions, the complement system participates in innate immunity providing efficient and rapid protection [63]. The levels of complement fractions C3 and C4 have been studied in the human transition from colostrum to mature milk, where C3 and C4 decrease over lactation with a highest concentration of C3 in colostrum and a highest concentration of C4 in mature milk [63]. Thus, our results confirm a similar trend in the pig.

The marked upregulation of ceruloplasmin (*CP*) [FC = 258.47] was consistent with previous studies with pigs, where expression of *CP* increases in late pregnancy and especially upon lactation, with a correlation between the degree of mammary mRNA expression and the content of milk ceruloplasmin [64]. Although a specific function for CP in the mammary gland is unknown, it may participate in the metabolism of copper [64].

The antimicrobial protein encoded by *LYZ* (lysozyme) was downregulated in the last 2 comparisons [FC = − 3.22 and − 2.66]. Lysozyme has nonspecific antimicrobial activity that is present in many secretions, tissues, and phagocytic cells of mammals. Its role in swine mammary secretions is not yet well elucidated, even though it is thought to contribute to overall antibacterial activity [65]. Krakowski et al. [66] reported lysozyme activity in sow colostrum immediately after parturition, but Chandan et al. [67] did not find lysozyme activity in sow milk.

Proinflammatory cytokines mediate the early local and systemic responses to microbial challenges and may play a key role in development of the neonatal immune system [68]. In this regard, it was also interesting that IPA results showed a pattern of cytokines predicted to be activated: TNF, IFNG, OSM, IL6, IL1B, TNFSF11, IL5, IFNL1, CSF3, TNFSF13B, IL13, IFNB1, IL1A, IFNA2, IFNA1/IFNA13, IL15, IFNL4, THPO, and IFNK. 

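Among IL13RA1, IL15, IL17RB, TNFSF13, TNFRSF12A and TNFRSF1A, only IL17RB and TNFSF13 could be linked to an Ensembl gene ID. IL17RB (ENSSSCG00000011457, chromosome 13 of Sscrofa10.2, 39018890 to 39033919) had 1.86 ± 0.549 CPM (SD, n = 3) at 14 d prepartum, 2.03 ± 0.745 CPM at 2 d prepartum and 5.44 ± 2.68 CPM at 1 d postpartum. Its log2 fold change in +1vs-14 was 1.56 (standard error 0.45, adjusted p = 0.0164 from edgeR). TNFSF13 (ENSSSCG00000026872, on an unplaced scaffold) had 24.4 ± 4.52 CPM at 14 d prepartum and 71.1 ± 52.0 CPM at 1 d postpartum, a log2 fold change of 1.53 (standard error 0.37, adjusted p = 0.00626). Its libraries at 1 d postpartum ranged from 30.5 to 129.7 CPM, and those of 14 d prepartum from 21.4 to 29.6 CPM. In both genes all 3 libraries of 1 d postpartum lay above all 3 of 14 d prepartum. Among the fits that each left out one library, IL17RB was no longer called in 3 of 6 and TNFSF13 in 2 of 6, and no fit changed their direction.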

We also detected the upregulation at 1d postpartum of *IL13RA1* (Interleukin 13 Receptor Subunit Alpha 1) [FC = 1.95], *IL15* (Interleukin 15) [FC = 1.57], *IL17RB* (Interleukin 17 Receptor B) [FC = 2.91], *TNFSF13* (Tumor Necrosis Factor Superfamily Member 13) [FC = 2.31], *TNFRSF12A* (TNF Receptor Superfamily Member 12A) [FC = 1.76], and *TNFRSF1A* (TNF Receptor Superfamily Member 1A) [FC = 1.66]. The presence or transfer of these cytokines has not been clearly verified in porcine colostrum or milk. Furthermore, information about the persistence or function of these maternal cytokines in human suckling neonates, as well as in other species, are also limited [68]. The upregulation of *F7* and *F10* (Coagulation Factor VII and X) at 1d postpartum [FC = 6.44 and 5.01] also is noteworthy, because it is known that the coagulation system plays an important role in the innate immune system, particularly in the early host response to infection [69].

There was an abrupt upregulation of *SAA2* (serum amyloid A-2 protein) [FC = 3039.23] at 1d postpartum. This isoform is considered the most predominant member of the *SAA* family expressed in the swine mammary gland [70]. Rodriguez et al. [70] reported that SAA mRNA production in swine increased during lactation and stimulates the neonatal immune response by enhancing the recruitment of mucosal gut B lymphoblasts and potentially influencing Ig concentrations. The authors speculated this confers active and passive protection on neonates and provides local protection for the mammary gland. The upregulation of *CD14* [FC = 24.65] at 1d postpartum was noteworthy. This gene encodes for a surface antigen involved, with other proteins, in the innate immune response to bacterial lipopolysaccharide. 

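CD14 (ENSSSCG00000014369) lies on chromosome 2 of Sscrofa10.2 from 148291451 to 148293622. It had 6.83 ± 1.21 CPM (SD, n = 3) at 14 d prepartum, 6.00 ± 0.956 CPM at 2 d prepartum and 291.7 ± 237.5 CPM at 1 d postpartum. In +1vs-14 the log2 fold change was 5.42 (standard error 0.75, adjusted p = 0.000195 from edgeR) and 5.61 in +1vs-2 (standard error 0.77, adjusted p = 0.000431). In -2vs-14 it was -0.19 (standard error 0.69, adjusted p = 0.905), and with the sow as a block it was -0.18 (standard error 0.65, adjusted p = 0.883). These standard errors come from the model of all 15 libraries, and CD14 was lower at 2 d than at 14 d prepartum in all 3 sows. The 3 libraries of 1 d postpartum differed widely, with 23.3 CPM in replicate 37 (137 counts), 474 CPM in replicate 40 (4784 counts) and 377 CPM in replicate 43 (5161 counts). All 3 exceeded every library of 14 d prepartum, where the highest value was 8.05 CPM. With each library left out in turn, CD14 had log2 fold changes from 4.89 to 5.95 and was called in all 6 fits.

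**Figure D3:**
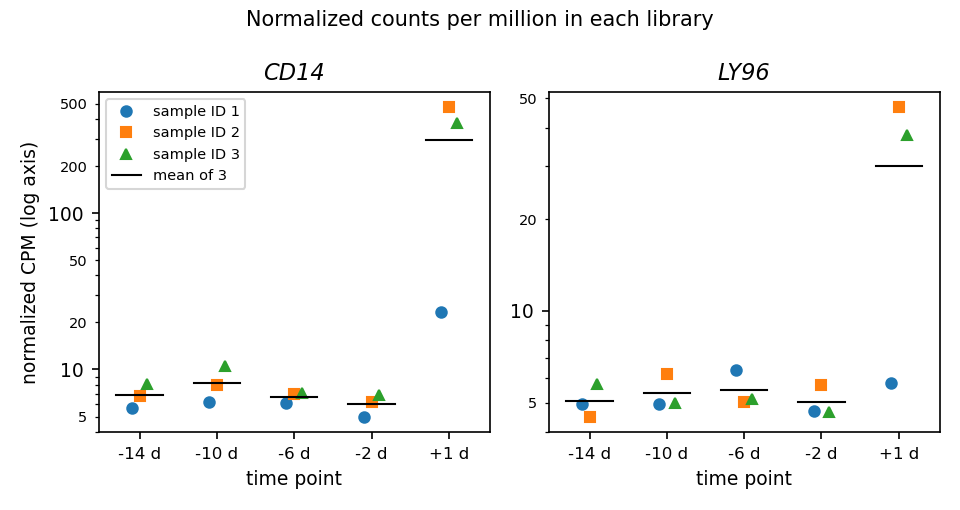
Normalized CPM (vertical axes, log scale) of CD14 and LY96 in each of the 15 libraries by time point (horizontal axis), with symbols for the sample ID of Additional file 2 and a line at the mean of 3 libraries. At 1 d postpartum CD14 lies at 23.3, 474 and 377 CPM and LY96 at 5.79, 46.6 and 37.7 CPM.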

Colostrum has high concentrations of soluble CD14 that decrease over time, with the highest concentration detected in “transitional” milk (0 to 4 d postpartum) [71]. Considering the enrichment of sCD14 in colostrum and milk, Filipp et al. [72] speculated it plays a role in actively stimulating the immune system and homeostasis of IgM of the suckling neonate.

The marked upregulation of *SPP1* (also known as *OST*) at 1d postpartum [FC = 14.61] is in agreement with data from RNA isolated from colostrum and mid lactation milk from goats in which it was the most upregulated gene [30]. *SPP1* encodes for the osteopontin protein. The precise role of osteopontin in the mammary gland is still unclear, but it seems to have a role in the modulation of milk protein gene expression, particularly by enhancing the expression of CSN2 [73, 74]. It has also been associated to mammary gland morphogenesis and newborn immunity [75, 76]. Our result seems to suggest a biologic role of this gene during swine lactation but further analyses are required.

### Pathogen recognition

We detected the upregulation of *TLR2* [FC = 4.45 and 7.32] at 2d prepartum and 1d postpartum. This gene encodes a protein member of the Toll-like receptor (TLR) family, playing a pivotal role in pathogen recognition and activation of innate immunity in human [77]. The main bacterial ligands for TLR2 are peptidoglycan and lipoteichoic acid (LTA) of Gram-positive bacteria [78]. *TLR2* is known to be expressed in mammary epithelial cells in bovine, where, after the recognition of specific molecular motifs (i.e. PAMP), determines a rapid and complex innate cascade [79]. We also detected the upregulation at 1d postpartum of *TLR4* [FC = 2.04], the main signaling receptor for most bacterial LPS, part of the outer membrane of Gram-negative bacteria. TLR4 acts as the signal-transducing receptor not only for whole Gram-negative bacteria but also for the fusion protein from respiratory syncytial virus [80].

The marked upregulation of *LBP* in the last 2 comparisons was surprising [FC = 372.18 and 20.89]. The lipopolysaccharide-binding protein (LBP) is one of the most-abundant proteins during infections with Gram-negative bacteria, and is involved in the acute-phase immunologic response. The main function of this protein is to bind bacterial lipopolysaccharides (LPS) expressed on the outer cell wall of bacteria, acting as a carrier for LPS and to help control LPS-dependent monocyte responses [81]. The expression of LBP was demonstrated also in mouse mammary gland early during involution, accompanied by a strong increase in the expression of CD14 protein [82]. Cow colostrum also contains LBP [83] and there is a marked upregulation of *LBP* in sow liver after parturition when animals experience a normal inflammatory state [84]. Our result seems to confirm an important role of LBP in swine mammary gland.

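LY96 (ENSSSCG00000006175, chromosome 4 of Sscrofa10.2, 67612435 to 67656172) had 5.07 ± 0.652 CPM (SD, n = 3) at 14 d prepartum, 5.01 ± 0.590 CPM at 2 d prepartum and 30.0 ± 21.5 CPM at 1 d postpartum. Its log2 fold change in +1vs-14 was 2.59 (standard error 0.48, adjusted p = 0.00123 from edgeR), and in -2vs-14 it was -0.01 (standard error 0.48, adjusted p = 0.992). At 1 d postpartum, replicate 37 had 5.79 CPM, replicate 40 had 46.6 CPM and replicate 43 had 37.7 CPM. The value of replicate 37, which rests on 34 counts, was just above the highest library of 14 d prepartum at 5.77 CPM. LY96 stayed called in each of the 6 fits that left out one library, with log2 fold changes from 2.14 to 3.04.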

The upregulation of *LY96* (Lymphocyte Antigen 96) [FC = 5.02] also appears biologically-relevant in the context of pathogen recognition. This gene encodes a protein associated with TLR4 on the cell surface and confers responsiveness to LPS, thus, providing a link between the receptor and LPS signaling. It is known that TLR4 cooperates with LY96 and CD14, both of which were upregulated at 1d postpartum and could indicate a response to mediate the innate immune response to bacterial LPS [85, 86]. The upregulation of *ICAM1* at 1d postpartum was significant [FC = 4.42]. This gene encodes a cell surface glycoprotein, typically expressed on endothelial cells and cells of the immune system. The fact that human milk contains substantial amounts of slCAM-1 indicates that it could affect the immune system of the neonate [87]. This gene also could have a similar role in swine colostrum and milk.

### Lipid metabolism

There was an evident activation of all lipid-related pathways very close to the parturition (2d prepartum). This is consistent with the consideration that mammary tissue is preparing to begin copious milk synthesis and secretion. The further upregulation of Lipid Metabolism pathways at 1d postpartum confirmed this and is consistent with the fact that the mammary gland retain fat in late gestation and synthesize great amounts of de novo fat in early lactation [26, 37]. Our results underscored that this transition is likely attributable to upregulation of many genes, including those involved in de novo fatty acid (FA) synthesis, FA activation and desaturation, cholesterol synthesis and ketone body utilization.

### FA de novo synthesis

We observed at 1d postpartum the upregulation of *ACACB* (acetyl-CoA carboxylase-β) [FC = 3.65]. 

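ACACB (ENSSSCG00000009937) lies on chromosome 14 of Sscrofa10.2 from 44154008 to 44271216. Its level was 3.07 ± 0.850 CPM (SD, n = 3) at 14 d prepartum, 3.25 ± 0.994 CPM at 2 d prepartum and 11.0 ± 6.06 CPM at 1 d postpartum. The log2 fold change in +1vs-14 was 1.88 (standard error 0.43, adjusted p = 0.00491 from edgeR), and the 3 libraries of 1 d postpartum, at 4.26, 12.9 and 15.9 CPM, lay above the 3 of 14 d prepartum. In -2vs-14 the log2 fold change was 0.10 (standard error 0.44, adjusted p = 0.924). ACACB lost its call in 2 of the 6 fits that each left out one library.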

ACC is a complex multifunctional enzyme system, catalyzing the carboxylation of acetyl-CoA to malonyl-CoA, known as the rate-limiting step in fatty acid synthesis. This result is in agreement with expression profile of genes involved in de novo FA synthesis of human mammary gland during secretory activation, where a progressive increase of ACACB activity by day 4 postpartum was highlighted [88]. In contrast, in mouse mammary grand *ACACA* was the only isoform with significant upregulation of expression during lactation, while *ACACB* expression did not differ between pregnancy and lactation [89]. The *ACACA* and *ACACB* encode respectively the isoenzymic ACC proteins: ACCα and ACCβ. The *ACACA* is expressed in the lipogenic tissues and provides cytoplasmic malonyl-CoA for FA synthesis, whereas the *ACACB* is involved in the regulation of β-oxidation of FA in the mitochondria [90]. *FASN* encodes another rate-controlling enzyme in lipogenesis that works in concert with ACACA activity. Both genes play a key role in regulating de novo FA synthesis in bovine mammary gland [90]. However, we did not detect differential expression of *FASN* or *ACACA* between late-gestation and early lactation. Whether this represents a unique feature of the swine mammary gland will have to be established in future experiments.

### FA desaturation genes

The pivotal enzyme implicated in monounsaturated FA synthesis is stearoyl-CoA desaturase (*SCD*), an important enzyme in the mammary gland, which introduces a double bond in the Δ-9 position of myristoyl-, palmitoyl-, and stearoyl-CoA, primarily [91]. The expression of *SCD* was upregulated at 1d postpartum [FC = 5.99], and appears to be central during milk fat synthesis at the onset of lactation in swine mammary gland. This result is in agreement with expression of desaturases in bovine during lactation [91, 92] but is opposite to data from human mammary epithelial cells where its expression decreased over the first 3 days and then gradually increased by day 21 of lactation [88].

Fatty acid desaturase 1 (*FADS1*) and 2 (*FADS2*) play an important role in the synthesis of very-long-chain FA, adding double bonds at the Δ-5 and Δ-6 position of PUFA [93]. FADS1 is involved in the synthesis of the long-chain PUFA arachidonic acid, eicosapentaenoic acid and docosahexaenoic acid. Stage of lactation alters mammary *FADS1* and *FADS2* expression in bovine [91], rat [94, 95], and mouse, with a marked upregulation after parturition. In the latter, FADS1 compared with FADS2 mRNA had a more pronounced and significant upregulation after parturition [89]. Yantao Lv et al. [96] suggested that from late-pregnancy and throughout lactation the swine mammary gland participates in LC-PUFA synthesis by altering the expression of *FADS1* and *FADS2*. The authors speculated that *FADS1* instead of FADS2–3 may play a major role in the biosynthesis of LC-PUFA in the lactating porcine mammary gland. Our results are in agreement with this consideration, since we found *FADS1* gradually increased in the last 2 comparisons (2d prepartum and 1d postpartum) [FC = 2.59 and 4.35], while *FADS2* was significantly activated only in the postpartum [FC = 2.32].

### Glycerol backbone activation

To synthesize triacylglycerol (TAG), both fatty acyl-CoAs and glycerol 3-phosphate must be readily available [97]. The major steps in the pathway of TAG synthesis in mammary gland have been elucidated [98–100]. The activation of the glycerol carbon backbone, which is needed for further acylation, is the first and crucial step for further TAG assembly, and enzymes encoded by glycerol kinase (*GK*) (Ensembl:ENSSSCG00000012202; Additional file 3) and diacylglycerol kinase alpha (*DGKA*) (Ensembl:ENSSSCG00000000370; Additional file 3) play an important role. In particular, glycerol can enter the mammary epithelial cells from the plasma to be phosphorylated by GK [88], and in the last comparison we detected the upregulation of *GK* [FC = 2.41]. 

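GK (ENSSSCG00000012202, chromosome X of Sscrofa10.2, 28788860 to 28871823) had 17.7 ± 2.43 CPM (SD, n = 3) at 14 d prepartum and 53.0 ± 37.7 CPM at 1 d postpartum, with 96.3, 28.3 and 34.3 CPM in replicates 37, 40 and 43. The log2 fold change in +1vs-14 was 1.57 (standard error 0.39, adjusted p = 0.00757 from edgeR). At 2 d prepartum GK had 35.9 ± 10.3 CPM, a log2 fold change of 1.03 against 14 d prepartum that was not past the threshold (standard error 0.38, adjusted p = 0.146), although all 3 libraries lay above the 3 of 14 d prepartum.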

We also detected a moderate upregulation in expression of *DGKA* in the last 2 time comparisons [FC = 1.42 and 1.75]. 

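DGKA (ENSSSCG00000000370, chromosome 5 of Sscrofa10.2, 22811683 to 22835859) had 19.4 ± 1.77 CPM (SD, n = 3) at 14 d prepartum, 27.6 ± 2.10 CPM at 2 d prepartum and 33.8 ± 6.44 CPM at 1 d postpartum. In -2vs-14 its log2 fold change was 0.51 (standard error 0.14, adjusted p = 0.0716 from edgeR), which is not past the threshold, although the 3 libraries of 2 d prepartum lay above the 3 of 14 d prepartum. With the sow in the model DGKA was called in -2vs-14, at an adjusted p of 0.0294 with the sow as a block in edgeR and 0.0263 with limma-voom and the sow as a random effect. In +1vs-14 the log2 fold change was 0.80 (standard error 0.14, adjusted p = 0.000992).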

DGKA plays an important role in the resynthesis of phosphatidylinositol and phosphorylation of diacylglycerol to phosphatidic acid. This indicates that the activation of the glycerol carbon backbone, which is needed for further acylation, is crucial during the onset of lactation in swine as in human [88].

### FA internalization and activation

Protein-mediated FA uptake and the flip-flop mechanism play a major role compared with passive diffusion of FA across membranes [91]. The main proteins implicated in FA uptake in non-ruminant cells include fatty acid translocase FAT/CD36 (CD36) and fatty acid transport proteins (FATP or SLC27A) [101]. In bovine, *CD36* was associated with mammary fatty acid uptake from the blood after parturition [91]. Our results underscored a strong upregulation of CD36 [FC = 7.47], hence, confirming its pivotal role in swine mammary gland. The strong upregulation of *ACSL6* (acyl-CoA synthetase long-chain family member 6) in the last 2 comparisons [FC = 26.04 and 37.58] confirmed the importance of ACSL family member isoforms for the FA activation during the onset of lactation in swine as in human [88] and bovine [102]. In fact internalized FAs, prior to participating in further metabolism, must be esterified with CoA in the inner face of the plasma membrane via acyl-CoA (ASC) [91]. In this regard, the upregulation of *ACSL3* at 1d postpartum [FC = 5.62] also is noteworthy given results reported by Lv et al. [96]. They reported that ACSL3 is the most abundant isoform in the porcine mammary gland, in contrast to ACSL1 which is the main isoform in lactating bovine [102] and human [88] mammary cells. The authors speculated that in swine mammary ACSL3 channels LCFA mainly towards TAG synthesis during lactation. This consideration was based on the fact that in the rat ACSL3 prefers C16-C20 unsaturated FA [103], which are major constituents of FA in sow milk [96]. The downregulation of *ACSL1* and *ACSL5* at 2 days prepartum [FC = − 1.44 and − 1.84] seems to support the idea of *ACSL3* being more important during lactation.

### Acyltransferases and TG assembly

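Among GPAT3, GPAT4 and AGPAT1, only GPAT4 could be followed in the counts (ENSSSCG00000007019, chromosome 17 of Sscrofa10.2, 12137573 to 12157036). It had 116 ± 10.7 CPM (SD, n = 3) at 14 d prepartum, 247 ± 61.9 CPM at 2 d prepartum and 558 ± 243 CPM at 1 d postpartum. The log2 fold change was 1.09 in -2vs-14 (standard error 0.26, adjusted p = 0.0449 from edgeR) and 2.27 in +1vs-14 (standard error 0.27, adjusted p = 7.994e-05). The further increase between 2 d prepartum and 1 d postpartum was a log2 fold change of 1.17 (standard error 0.26, adjusted p = 0.00810). All 3 libraries of each later time point lay above those of 14 d prepartum. With time only, the call in -2vs-14 was lost in 5 of the 6 fits that each left out one library, and the call in +1vs-14 in none of 6. With the sow as a block in edgeR and all libraries, GPAT4 was called in -2vs-14 (adjusted p = 0.00715).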

From late-pregnancy to onset of lactation, we detected the upregulation in the last 2 comparisons of a cluster of genes involved in the first and rate-limiting step in the TAG biosynthesis pathway, i.e. *GPAT3*, *GPAT4* and *AGPAT1* [FC = 2.04, 2.09 and 1.44; 3.13, 4.46 and 1,47 respectively]. GPAT (glycerol-3-phosphate acyltransferase) enzymes, which reside in the endoplasmic reticulum (ER) and mitochondria, catalyze the first committed step in TAG synthesis via the glycerol phosphate pathway [104]. These enzymes add fatty-acyl groups to the sn-1 position of glycerol-3-phosphate, and lead to the production of monoacylglycerols (MAG) [97]. The conversion of lysophosphatidate to phosphatidate via AGPAT, which adds an acyl group to the sn-2 position of the glycerol backbone, represents the second acylation step in the glycerol phosphate pathway [104].

Regarding specific isoforms uncovered in our results, *GPAT3* is a gene with a controversial identity. Current evidence suggests that it has both GPAT and AGPAT activities [104]. Based on its high amino acid similarity to *AGPAT1* and *AGPAT2*, *GPAT4* was initially classified as *AGPAT6*. Recently after the examination of its enzyme activity, it was considered a second ER-localized GPAT and renamed as GPAT4 [104]. Nagle et al. [105] revealed that GPAT4, expressed in cultured cells, can utilize a variety of substrates, including C12:0-, C16:0-, C18:0-, C18:1-, C18:2-, and C20:4-CoA substrates [105]. *AGPAT1*, which was upregulated in the last 2 time comparisons is a well-established AGPAT isoform, with a validated enzyme activity [106] and a preference for C12–16:0, C16:1, C18:2, and C18:3, followed by C18:0, C18:1, and C20:4, but with a poor activity for C20:0 and C24:0 [104]. Interestingly, *AGPAT1* can also catalyze the reverse of the normal AGPAT reaction, that is the ATP-independent acyl-CoA and LPA (lysophosphatidic acid) synthesis from PA (phosphatidic acid) [107]. This activity suggested its possible implication in regulation of the levels of LPA and PA available to act as signaling molecules [104]. *AGPAT1* (1-Acylglycerol-3-Phosphate O-Acyltransferase 1) was discovered to have a crucial role also during de novo synthesis of triacylglycerol in bovine mammary gland during lactation [102].

Once synthesized and activated, FAs are esterified to glycerol-3-phosphate to produce TAG [96]. Both *GPAM* and *DGAT1* are responsible for the first and last step of esterification leading to TAG synthesis [91]. *GPAM* (glycerol-3-phosphate acyltransferase, mitochondrial) is a well-known gene, mostly expressed in tissues with high lipogenic activity and plays a key role in phospholipid and TAG biosynthesis [108]. *DGAT1* (diacylglycerol acyltransferase 1) also is a well-characterized gene and catalyzes the esterification of the last FA to diacylglycerol leading to TAG synthesis. In the present study both *GPAM* and *DGAT1* were upregulated only at 2d prepartum [FC = 1.91 and 1.31]. In the case of *DGAT1*, this result is not in agreement with studies in bovine and human, where its upregulation occurred postpartum [88, 91]. This may suggest that *DGAT1* is of minor importance in the overall process of milk fat synthesis in the pig, compared with other genes involved in TAG synthesis. In a recent study, however, a western blot analysis of DGAT1 together with other proteins in porcine mammary tissue confirmed its increase during lactation compared with late-pregnancy [96]. Because our time frame of interest was around colostrogenesis, further protein expression and functional studies during these times would have to be conducted to clarify the importance of *DGAT* in colostrogenesis. The fact remains that DGAT1 is one of many proteins composing the TAG synthesis pathway [109, 110].

Because LPIN proteins act in an interdependent manner to optimize lipid homeostasis in various tissues, it is currently believed that their function and role in glycerolipid synthesis are influenced by intricate functional interactions among various LPIN family members [111, 112]. Lv et al. [96] argued for a major role of *LPIN1* in TAG synthesis in the porcine mammary gland during lactation. In the present study, the upregulation of *LPIN1* at 1d postpartum [FC = 2.26] seems to confirm this argument and is in agreement with other studies in human, mouse, and bovine mammary tissue, where a marked upregulation of LPIN1 during lactation was reported [88, 89, 102].

### Lipid droplet formation in milk

After milk fat globule formation in the ER membrane via incorporation of newly-formed TAG, the globules are transported to the apical membrane and released during milk secretion [113]. Butyrophilin (BTN1A1) and xanthine dehydrogenase (XDH) are well-defined proteins involved in these processes in mammary [90], having a function as structural proteins in milk fat droplets in the lactating mammary gland [114]. Furthermore, the essential role of perilipins in droplet formation is well-known [115]. Our data are consistent with this evidence and support a significant role of all *BTN1A1*, *XDH* and *PLIN5* genes in swine mammary lipid droplet formation. In fact, in the last 2 time comparisons we detected a strong upregulation of *BTN1A1* [FC = 90.49 and 202.51] and at 1d postpartum we detected a marked upregulation of *XDH* [FC = 17.24] and *PLIN5* [FC = 21.42]. This is in agreement with a recent study showing that fat is taken up in substantial amounts by the sow mammary glands in late gestation [37].

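BTN1A1 (ENSSSCG00000001132) lies on chromosome 7 of Sscrofa10.2 from 22014504 to 22021184. Table 2 gives BTN1A1 and a BTN1A1-like gene identical values, and the count tables hold a single linked gene for both, so that the level of each is uncertain. The gene had 1.57 ± 1.58 CPM (SD, n = 3) at 14 d prepartum, 107 ± 66.9 CPM at 2 d prepartum and 273 ± 258 CPM at 1 d postpartum. Its log2 fold change was 6.08 in -2vs-14 (standard error 1.14, adjusted p = 0.0175 from edgeR) and 7.42 in +1vs-14 (standard error 1.19, adjusted p = 0.000502). Between 2 d prepartum and 1 d postpartum the difference was within the spread of the libraries, with a log2 fold change of 1.34 (standard error 0.88, adjusted p = 0.328). With time only, the call in -2vs-14 was lost in 3 of the 6 fits that each left out one library. With the sow as a block in edgeR and all libraries, BTN1A1 was called in -2vs-14 (adjusted p = 0.000798). PLIN5 (ENSSSCG00000013513, chromosome 2, 74797981 to 74806557) had 0.238 ± 0.0806 CPM at 14 d prepartum, from 3 to 7 counts per library, and 5.50 ± 2.71 CPM at 1 d postpartum, from 16 to 82 counts per library. Its log2 fold change in +1vs-14 was 4.50 (standard error 0.44, adjusted p = 1.835e-05), and in -2vs-14 it was -0.17 (standard error 0.57, adjusted p = 0.894), at a depth that gave 3 or 4 counts per library of 2 d prepartum.

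**Figure D4:**
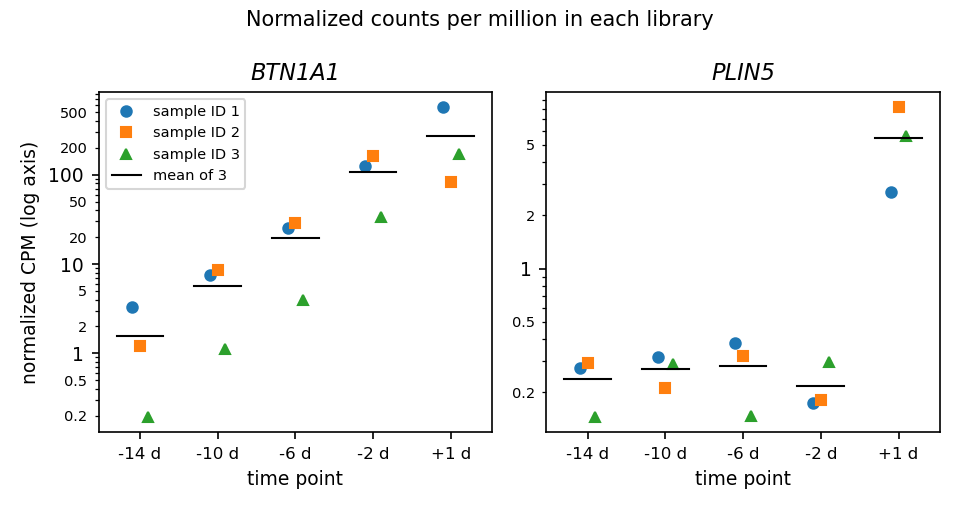
Normalized CPM (vertical axes, log scale) of BTN1A1 and PLIN5 in each of the 15 libraries by time point (horizontal axis), with symbols for the sample ID of Additional file 2 and a line at the mean of 3 libraries. The mean of BTN1A1 goes from 1.57 CPM at 14 d prepartum to 273 CPM at 1 d postpartum, and that of PLIN5 from 0.238 to 5.50 CPM.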

### Cholesterol synthesis genes

The shift of nutrients from body stores towards the mammary gland for milk production requires not only the adaptation of glucose and lipid metabolism to the lactating state, but also cholesterol metabolism in particular during early lactation [116]. In our results the upregulation of *HMGCS1*, *FAXDC2*, *NSDHL* at 1d postpartum [FC = 7.63; 4.69 and; 1.50] seemed to confirm this evidence also in swine mammary gland. In particular *HMGCS1*, which is important for the regulation of cholesterol synthesis [117], was markedly upregulated during early lactation compared with late pregnancy in the bovine mammary gland [116].

### Utilization of ketone bodies

On day 2 prepartum and day 1 postpartum, we detected moderate upregulation of *BDH* (3-hydroxybutyrate dehydrogenase), encoding a protein catalyzing the initial steps of BHBA utilization in mitochondria [118]. In human, cytosolic type BDH2 is involved in the utilization of ketone bodies, which can subsequently enter mitochondria and the tricarboxylic acid cycle [119]. In ruminants, previous studies showed that the mammary gland takes up large amounts of BHBA and that the use of BHBA (as 4-carbon units) by mammary cells is primarily for de novo FA synthesis [91, 120]. The moderate upregulation of *BDH2* in the last 2 time comparisons [FC = 1.68; 1.93] suggested that ketone bodies likely are an energy source also for the sow mammary gland.

### Ceramide-synthesis genes in mammary

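SGMS1 (ENSSSCG00000010433, chromosome 14 of Sscrofa10.2, 107988063 to 108105320) had 197 ± 22.2 CPM (SD, n = 3) at 14 d prepartum, 283 ± 56.8 CPM at 2 d prepartum and 148 ± 9.65 CPM at 1 d postpartum. The 3 libraries of 2 d prepartum lay above, and the 3 of 1 d postpartum below, the 3 of 14 d prepartum. With edgeR and time only, neither change was past the threshold, at a log2 fold change of 0.52 in -2vs-14 (standard error 0.16, adjusted p = 0.0881) and -0.41 in +1vs-14 (standard error 0.16, adjusted p = 0.0640). The direct +1vs-2 comparison gave a log2 fold change of -0.93 (standard error 0.16, adjusted p = 0.00172). With the sow as a block in edgeR, SGMS1 was called in both, at an adjusted p of 0.0269 in -2vs-14 and 0.0210 in +1vs-14. SGMS2 was not among the genes that could be named.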

There was moderate upregulation of *SGMS1* (sphingomyelin synthase 1) in the prepartum [FC = 1.42] and higher upregulation of *SGMS2* (sphingomyelin synthase 2) in the postpartum [FC = 4.37], and we found a concomitant downregulation of *SGMS1* [FC = − 1.35]. Sphingomyelin synthases synthesize sphingomyelin through transfer of the phosphatidyl head group in phosphatidylcholine to the primary hydroxyl group of ceramide. Ceramide is one of the most-studied sphingolipids in nature, and is involved in cell signaling, cell cycle, and regulation of protein transport from ER to Golgi [121]. Sphingomyelin synthesis from ceramide is considered an important step because sphingomyelin constitutes about 25% of the total phospholipids in dairy products, having highly bioactive properties and considered to be functional in food [122]. The upregulation of *SMPD1* (sphingomyelin phosphodiesterase 1) [FC = 1.67] and the simultaneously downregulation of *CERS1* (Ceramide Synthase 1) [FC = − 2.12] at 1d postpartum appears to have a biologic role in the overall process of sphingomyelin metabolism. SMPD1 is involved in the conversion of sphingomyelin to ceramide, whereas CERS1 catalyzes the synthesis of ceramide. Further protein expression and functional studies during the entire lactation should be conducted to clarify the role of sphingolipids with signaling roles and the role of ceramide in swine mammary gland.

The marked upregulation of *CYP4A21* [FC = 568.37], a member of the CYP4A subfamily discovered in pig [124], is noteworthy because the protein possesses taurochenodeoxycholic acid 6α-hydroxylase activity but does not metabolise lauric acid, a common substrate for other CYP4As [123]. The function of CYP4A in vivo is not well clarified but CYP4As are known for hydroxylating of a series of fatty acids, eicosanoids and prostaglandins (PG) [124–126]. The activity of CYP4A21 is still uncharacterized in mammary gland. CYP4A21 is believed to be responsible for formation of hyocholic acid, a bile acid typically found in porcine [127]. Further analysis is required to investigate the role of this gene during the onset of lactation in swine mammary gland.

### Transcription factors

The first step of gene expression is transcription and represents the primary step at which gene expression is controlled. This is accomplished through the recruitment of several transcription factors, having the ability to bind to certain target-sequences of the genes, and promote or suppress transcription according to the stimuli [128]. Considering those transcription regulators in the IPA findings that overlap in the last 2 time comparisons (*p*-value cutoff ≤0.01 and activation z-score ≥ ± 2) the results supported the suggestion that SREBP1 and XBP1 are pivotal in the transition from colostrogenesis to lactogenesis in swine mammary gland. They likely act on regulation of lipid synthesis [129] and morphological mammary development [130], respectively.

### Regulation of lipid biosynthesis

The function of SREBP1 (sterol regulatory element-binding protein 1) is well-established in rodents and it plays a crucial role in the regulation of hepatic cholesterol biosynthesis and FA metabolism, in particular the biosynthesis of fat [131, 132]. Our results show that SREBP1 is important also in the mammary gland for cholesterol biosynthesis and this is consistent with real-time PCR measurements that confirmed the upregulation of SREBP1 during the transition from pregnancy to lactation in murine mammary gland [133]. In non-ruminants, SREBP1 is transported from endoplasmic reticulum membrane, where it resides as an inactive precursor, to the Golgi for proteolytic cleavage (i.e., activation) prior to entering the nucleus where it causes the activation of sterol response element (SRE)-containing genes [90]. The transport step to the Golgi is regulated by sterols via the sterol-sensing protein SCAP (SREBP cleavage activating protein), which was modestly upregulated in the last comparison [FC = 1.26].

It is generally accepted that insulin induced gene (INSIG) 1 and 2 encode proteins which interact with SCAP in an oxysterol-dependent and independent fashion (in non-ruminants) and regulate the responsiveness of SREBP1 and 2 processing via SCAP. However, the precise role of INSIG1, strongly upregulated in our last comparison [FC = 13.22], is controversial. In fact, decreased SREBP activity as a consequence of increased *INSIG1* has been observed in liver [134], but upregulation of *INSIG1* was detected during lactation in bovine mammary gland, positively correlated with the ratio of synthesized/imported FA [91].

Our data support a need of *INSIG1* in controlling the induction of gene expression by SREBP. Therefore, *INSIG1* could play a central role in orchestrating lipid metabolism also in swine mammary tissue during lactation. In this regard, the predicted upregulation of PPARG expression at 1d postpartum (known to be involved in regulation of lipid synthesis in goat and bovine mammary cells [91, 135–137]) is noteworthy [PPARGC1B z-score = 2.06]. A potential role of this nuclear receptor in milk fat synthesis was already postulated in particular in bovine mammary gland, where *INSIG1* was demonstrated to be a PPARG responsive gene [91]. PPARG could represent an important control point of milk fat synthesis, in particular in triacylglycerol synthesis and milk secretion in pig as well as in goat and bovine [136, 137], acting indirectly on SREBP1 protein activity through regulation of *INSIG1* expression and directly on SREBP1.

### Regulation of morphological mammary development

Colostrum and milk synthesis occur in alveolar structures composed of a single layer of MEC encircling a lumen where milk is secreted [129]. In order to become fully functional, MEC acquire a number of cellular characteristics during late pregnancy including the development of an elaborate endoplasmic reticulum (ER) system [138], which is required for the synthesis of secreted proteins but is also the site where fatty acids are assembled into TAG and phospholipids [139]. The transcription factor X-box binding protein 1 (XBP1) has multiple functions. Briefly, it promotes ER biogenesis [140] and is a component of a highly-conserved signaling cascade responsible for restoring homeostasis when the ER is confronted with various stresses, including increased protein synthesis and secretion [141, 142]. XBP1 is also implicated as a positive regulator of both lipogenesis and VLDL (very low density lipoprotein) secretion in hepatocytes [143, 144]. Recently, in murine, it was shown that XBP1 is required for MEC population expansion during lactation, enhancing the development of an elaborate endoplasmic reticulum compartment [130] and playing a central role in the coordination of synthesis and export of products in mammary epithelial cells [145].

All the above evidence is consistent with the suggestion that XBP1 may be dispensable for morphologically mammary development, colostrum and milk synthesis and secretion during late-pregnancy and the onset of lactation in pig. In particular, focusing on the upregulated genes involved in protein processing in endoplasmic reticulum that were detected in the last two comparisons, the significant upregulation of *PDIA4* [FC = 2.42 and 3.11], *PDIA3* [FC = 1.60 and 2.15], *PDIA6* [FC = 1.49 and 2.05] and *CALR* (calreticulin) [FC = 1.63 and 2.11] is noteworthy. 

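PDIA3 (ENSSSCG00000004700) lies on chromosome 1 of Sscrofa10.2 from 142615686 to 142643747. Its level rose from 351 ± 28.3 CPM (SD, n = 3) at 14 d prepartum to 560 ± 56.1 CPM at 2 d prepartum and 764 ± 152 CPM at 1 d postpartum. The log2 fold change was 0.68 in -2vs-14 (standard error 0.14, adjusted p = 0.0242 from edgeR) and 1.12 in +1vs-14 (standard error 0.14, adjusted p = 0.000102). From 2 d prepartum to 1 d postpartum PDIA3 rose by a log2 fold change of 0.45 (standard error 0.14, adjusted p = 0.0408). With time only, the call in -2vs-14 was lost in 5 of the 6 fits that each left out one library. With the sow as a block in edgeR and all libraries, PDIA3 was called in -2vs-14 (adjusted p = 0.0158).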

*PDIA4*, *PDIA3* and *PDIA6* are genes that encode for specific members of the disulfide isomerase (PDI) family of endoplasmic reticulum (ER) proteins catalyzing protein folding and thiol-disulfide interchange reactions. Calreticulin is a multifunctional protein acting in the lumen of the endoplasmic reticulum as a major Ca(2+)-binding (storage) protein. In MEC, it is not completely clear the role of ER-resident proteins on the folding and the retention of milk proteins. However, calreticulin and PDI have been detected in rat and goat lactating MEC, suggesting that these proteins could be involved in the formation of lipid droplets and raising questions about a possible link between the enzymes involved in protein and lipid synthesis [146].

### Other upregulated transcription regulators

At 1d postpartum, we detected a marked upregulation of IRF7 [z-score = 4.69], TP53 [z-score = 4.25], NUPR1 [z-score = 4.10] and NFATC2 [z-score = 4.09] together with XBP1 and SREBP1 which had the highest z-score value. IRF7 encodes interferon regulatory factor 7, a member of the interferon regulatory transcription factor (IRF) family, it is a key transcriptional regulator of type I interferon (IFN)-dependent immune responses with an important role in the innate immune response against DNA and RNA viruses [147]. It regulates the transcription of type I IFN genes (*IFN-α* and *IFN-β*) and IFN-stimulated genes (*ISG*), which were markedly upregulated [*ISG15*, FC = 2.95], by binding in their promoters to an interferon-stimulated response element (ISRE). 

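ISG15 (ENSSSCG00000027982, on an unplaced scaffold of Sscrofa10.2) had 3.85 ± 1.31 CPM (SD, n = 3) at 14 d prepartum and 13.0 ± 12.9 CPM at 1 d postpartum. The values of replicates 37, 40 and 43 at 1 d postpartum were 4.77, 6.35 and 27.8 CPM, and those of 14 d prepartum lay between 2.52 and 5.13 CPM, so that the libraries overlapped. The log2 fold change in +1vs-14 was 1.79 (standard error 0.59, adjusted p = 0.0313 from edgeR), but the overall test of time had an adjusted p of 0.0566 and ISG15 was not called. It was called with limma-voom and the sow as a random effect, at a log2 fold change of 1.56 and an adjusted p of 0.0473 for the comparison, and with DESeq2, at 1.75 and 0.00780. These were the only 2 of 13 other settings that called it. With the sow as a block in edgeR it was not called (overall adjusted p = 0.0661). In 1 of the 3 sows ISG15 was lower at 1 d postpartum than at 14 d prepartum.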

TP53 (Tumor Protein P53) is a tumor suppressor involved in several types of human tumors, acting both as a gene-specific transcription factor as well as a specific inhibitor of the transcription of certain genes [148]. Its tumor suppressor activity is implicated in the expression of genes involved in the control of cell cycle, cellular senescence, and apoptosis [149] but recently Munne et al. [150] suggested and demonstrated a role for TP53 in the epithelial-to-mesenchymal transition (EMT) and differentiation of mammary epithelia. NUPR1 is a nuclear protein transcriptional regulator involved in the negative regulation of the cell cycle [151]. Zhou et al. [152] reported a high expression of NUPR1, together with other TR, during lactation compared with pregnancy. This could explain why cell cycle-related genes are more active in pregnancy. NFATC2 (nuclear factor of activated t-cells 2) is a member of the nuclear factor of activated T cells (NFAT) family. Most of the work on NFAT proteins has been related to immune cell activation and its mediators, such as cytokines [153]. The product of this gene is a DNA-binding protein with a REL-homology region (RHR) and an NFAT-homology region (NHR) which is present in the cytosol and is only translocated to the nucleus upon T cell receptor (TCR) stimulation. Once in the nucleus it becomes a member of the nuclear factors of the activated T cells transcription complex with a central role in inducing gene transcription during the immune response [154].

## Conclusions

The transcriptome changes greatly during the last week prepartum and these changes are highly likely involved in coordinating the synthesis of colostrum and main milk components (i.e. protein, fat, lactose and antimicrobial factors) as revealed by influenced pathways. The lipid metabolism pathway changes greatly and some of those adaptations are controlled at least in part via SREBP1 and XBP1, acting on regulation of lipid synthesis and morphological development of the mammary gland. Other transcription regulators including IRF7, TR53, NUPR1 and NFATC2 acting across a wide number of pathways become important at the onset of lactation. Further research will help confirm the functional relevance of the pathways uncovered, and how they influence the transition from colostrum to mature milk during a stage when slight abnormalities may potentially threaten piglet survival. Clearly, milk synthesis requires a myriad of factors beyond transcription of the major proteins involved in the synthesis and secretion of protein, fat, and lactose. Holistically, milk synthesis is the product of complex interactions among several tissues and organs that only an integrative systems-biology approach may help elucidate.

## Additional files

Additional file 1: Provides an aggregate summary of RNA extraction and quality check for all samples. Mammary tissue was collected on days 14, 10, 6 and 2 before (−) parturition and on day 1 after (+) parturition from three 2nd parity sows. Extraction of RNA and quality evaluation was performed following protocols described by Tramontana et al. (2008) [15]. (XLSX 10 kb)

Additional file 2: Provides an aggregate summary of RNA sequencing and alignment for all the samples. mRNA libraries were sequenced on a HiSeq2500 (Illumina Inc.). Quality control metrics were performed on raw sequencing reads using the FASTQC v0.11.15 application. An index of the reference genome was built and single-end clean reads for each individual were aligned to the reference genome by STAR (v2.5.1b). Reads were mapped and annotated to the *Sus scrofa* genome (v10.2.86), downloaded from EnsemblGenome website (Nov. 2016). Reads aligned were quantified with Subread package (v1.5.0) based on the Refseq gene annotation. (XLSX 10 kb)

Additional file 3: Provides the complete list of differentially expressed genes (DEG) resulting from differential expression (DE) analysis of RNAseq data of swine mammary gland tissue harvested in late-pregnancy through farrowing and used for Dynamic Impact Approach (DIA) and Ingenuity Pathway Analysis (IPA) analyses. Moreover, it provides additional discussion points, omitted from the main body of the manuscript. (XLSX 1239 kb)

Additional file 4: Provides complete list of upstream regulator resulting from Ingenuity Pathway Analysis (IPA) analysis. Moreover, it provides additional discussion points, omitted from the main body of the manuscript. (XLSX 20 kb)

## Abbreviations

AA: Amino acids
ACACA: Acetyl-CoA carboxylase alpha
ACACB: Acetyl-CoA carboxylase beta
ACC: Acetyl-CoA carboxylase
ACSL: Acyl-CoA synthetase long-chain
ACSL1: Acyl-CoA synthetase long-chain family member 1
ACSL3: Acyl-CoA synthetase long-chain family member 3
ACSL5: Acyl-CoA synthetase long-chain family member 5
ACSL6: Acyl-CoA synthetase long-chain family member 6
AGPAT: 1-Acylglycerol-3-phosphate O-acyltransferase
AGPAT1: 1-Acylglycerol-3-phosphate O-acyltransferase 1
AGPAT2: 1-Acylglycerol-3-phosphate O-acyltransferase 2
ASC: Amino acid transport system ASC
ATP: Adenosine triphosphate
B4GALT1: Beta-1,4-galactosyltransferase 1
BDH: 3-Hydroxybutyrate dehydrogenase
BDH2: 3-Hydroxybutyrate dehydrogenase 2
BHBA: Beta-hydroxybutyric acid
BTN1A1: Butyrophilin subfamily 1 member A1
C3: Complement component 3
C4a: Complement component 4a
C5b: Complement component 5b
C6: Complement component 6
C7: Complement component 7
C8: Complement component 8
C9: Complement component 9
CAT-4: Cationic amino acid transporter 4
CD14: CD14 molecule
CD36: CD36 molecule
CERS1: Ceramide synthase 1
CP: Ceruloplasmin
CSF3: Colony stimulating factor 3
CSN1S2: Casein alpha-S2
CSN2: Casein Beta
CTGF: Connective Tissue Growth Factor
CXCL1: C-X-C Motif chemokine ligand 1
CXCL10: C-X-C Motif chemokine ligand 10
CXCL2: C-X-C Motif chemokine ligand 2
CXCL3: C-X-C Motif chemokine ligand 3
CYP4A: Cytochrome P450 family 4
CYP4A21: Cytochrome P450 family 8 subfamily B member 1
DE: Differential expression
DEG: Differentially expressed gene
DGAT1: Diacylglycerol O-acyltransferase 1
DGKA: Diacylglycerol kinase alpha
DIA: Dynamic impact approach
EMT: Epithelial-to-mesenchymal transition
ER: Endoplasmic reticulum
F10: Coagulation factor X
F7: Coagulation factor VII
FA: Fatty acid
FADS1: Fatty acid desaturase 1
FADS2: Fatty acid desaturase 2
FASN: Fatty acid synthase
FASTQC: Quality control application for FastQ files
FAT: Fatty acid translocase
FATP: Fatty acid transport protein
FAXDC2: Fatty acid hydroxylase domain containing 2
FC: Fold change
FCGRT: Fc fragment of IgG receptor and transporter
FcRn: Neonatal Fc receptor
FDR: False discovery rate
GK: Glycerol kinase
GPAM: Glycerol-3-phosphate acyltransferase, mitochondrial
GPAT: Glycerol-3-phosphate acyltransferase
GPAT3: Glycerol-3-phosphate acyltransferase 3
GPAT4: Glycerol-3-phosphate acyltransferase 4
GRO: Growth-regulated protein homolog
HK2: Hexokinase 2
HMGCS1: 3-Hydroxy-3-methylglutaryl-CoA synthase 1
HP: Haptoglobin
ICAM1: Intercellular adhesion molecule 1
ID: Identification
IFN: Interferon
IFNA1: Interferon alpha 1
IFNA13: Interferon alpha 13
IFNA2: Interferon alpha 2
IFNB1: Interferon beta 1
IFNG: Interferon gamma
IFNK: Interferon kappa
IFNL1: Interferon lambda 1
IFNL4: Interferon lambda 4
Ig: Immunoglobulin
IL13: Interleukin 13
IL13RA1: Interleukin 13 receptor subunit alpha 1
IL15: Interleukin 15
IL17RB: Interleukin 17 receptor B
IL1A: Interleukin 1 alpha
IL1B: Interleukin 1 beta
IL5: Interleukin 5
IL6: Interleukin 6
INSIG: Insulin induced gene
INSIG1: Insulin induced gene 1
IPA: Ingenuity pathway analysis
IRF7: Interferon regulatory factor 7
ISG15: Interferon-stimulated protein 15 KDa
ISRE: Interferon-stimulated response element
KEGG: Kyoto encyclopedia of genes and genomes
LALBA: Lactalbumin alpha
LAT1: Linker for activation of T-cells family member 1
LAT2: Linker for activation of T-cells family member 2
LBP: Lipopolysaccharide-binding protein
LCFA: Long-chain fatty acid
LC-PUFA: Long-chain polyunsaturated fatty acid
Leu: Leucine
LPA: Lysophosphatidic acid
LPIN: Lipin
LPIN1: Lipin 1
LPS: Lipopolysaccharides
LTA: Lipoteichoic acid
LTF: Lactotransferrin
LY96: Lymphocyte antigen 96
LYZ: Lysozyme
MAG: Monoacylglycerols
MEC: Mammary epithelial cells
MG: Mammary gland
mTOR: Mechanistic target of rapamycin
NFAT: Nuclear factor of activated T-cells
NFATC2: Nuclear factor of activated T-cells 2
NHR: NFAT-Homology Region
NSDHL: NAD(P) Dependent steroid dehydrogenase-like
NUPR1: Nuclear protein 1, transcriptional regulator
OSM: Oncostatin M
OST: Osteopontin
OXTR: Oxytocin receptor
PA: Phosphatidic acid
PAEP: Progestagen associated endometrial protein
PAMP: Pathogen associated molecular pattern
PCR: Polymerase chain reaction
PDI: Protein disulfide isomerase
PDIA3: Protein disulfide isomerase family A member 3
PDIA4: Protein disulfide isomerase family A member 4
PDIA6: Protein disulfide isomerase family A member 6
PG: Prostaglandin
PLIN5: Perilipin 5
PPAR: Peroxisome proliferator-activated receptor
PPARG: Peroxisome proliferator activated receptor gamma
PPARGC1B: PPARG coactivator 1 beta
PUFA: Polyunsaturated fatty acid
RHR: REL-Homology Region
SAA2: Serum amyloid A2
SCAP: SREBP Cleavage activating protein
SCD: Stearoyl-CoA desaturase
SCFA: Short-chain fatty acid
SGMS1: Sphingomyelin synthase 1
SGMS2: Sphingomyelin synthase 2
SLC35A2: Solute carrier family 35 member A2
SLC7A4: Solute carrier family 7 member 4
SLC7A8: Solute carrier family 7 member 8
SMPD1: Sphingomyelin phosphodiesterase 1
SPP1: Secreted phosphoprotein 1
SRE: Sterol response element
SREBP1: Sterol regulatory element binding protein 1
STAR: Spliced transcripts alignment to a reference
TAG: Triacylglycerides
TCR: T Cell receptor
TF: Transcription factor
THPO: Thrombopoietin
TLR: Toll like receptor
TLR2: Toll like receptor 2
TLR4: Toll like receptor 4
TMM: Trimmed mean of M-values
TNF: Tumor necrosis factor
TNFRSF12A: TNF Receptor superfamily member 12A
TNFRSF1A: TNF Receptor superfamily member 1A
TNFSF11: Tumor necrosis factor superfamily member 11
TNFSF13: Tumor necrosis factor superfamily member 13
TNFSF13B: Tumor necrosis factor superfamily member 13b
TP53: Tumor protein P53
TR: Transcription regulator
TSC1: Tuberous sclerosis 1
TSC2: Tuberous dclerosis 2
UDP: Uridine diphosphate
VLDL: Very-low-density lipoprotein
WAP: Whey acidic protein
XBP1: X-box binding protein 1
XDH: Xanthine dehydrogenase
α-LA: Lactalbumin alpha
β-CN: Casein beta

How the deposited data were processed for this re-analysis (not part of the article)

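Messenger RNA of mammary tissue from 3 sows was sequenced at 5 time points, 14, 10, 6 and 2 days before parturition and 1 day after it, in 15 libraries. The authors trimmed the reads, aligned them with STAR to the pig genome build Sscrofa10.2, and deposited one table per library with the raw count of reads on each gene, made by featureCounts with reverse-stranded counting on exons and without normalization. The table headers name the Ensembl annotation, and the Methods name the RefSeq annotation. Time points were taken from the sample labels, which match those of the paper.

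The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a library-size normalized count (CPM) of at least 1 in at least 3 libraries were kept, 13503 of 25322. TMM normalization, glmQLFit and glmQLFTest of edgeR were applied to all 15 libraries in one model with time as the factor. A gene was called when the overall test of time and the comparison both had a Benjamini-Hochberg adjusted p of 0.05 or less. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. CPM values are normalized with the TMM factors, and log2 CPM used a prior count of 2. DESeq2 was run without independent filtering and with its likelihood ratio test for the overall effect of time. Exact permutation tests with 3 libraries against 3 are two-sided, and their smallest p is 0.1.

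Total counts lay between 10782343 and 19952918 per library, with a median of 17726719. No pair of libraries of a time point was the same, since at least 16072 genes differed in count between any 2 of them. The scripts were tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, with 200 genes above a minimum mean count changed 4-fold at 1 d postpartum. The edgeR test recovered 185 of the 200 and called 7 other genes, DESeq2 recovered 192 and called 19 others, and limma-voom recovered 184 and called 7 others.

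The sow of a library is not named in the sample labels. It was taken as the sample ID of Additional file 2, joined within each time point by the exact match of the total count with the reads on annotated exons, and it entered alternatives only. For limma-voom with the sow as a random effect, the consensus correlation within sow was 0.148. The Methods leave details of this model open, and 50 versions of it were run and set beside Additional file 3, with the filter at 1, 2, 3, 5 or 15 libraries, library sizes taken before or after the filter, voom with or without the sow, voom weights computed in a single or a double pass, and log2 CPM with a prior count of 1 or 3 in place of voom. The single-pass form that is reported as the alternative with the sow as a random effect was settled after seeing which version came closest to the table of the paper, with 1972 of 1998 entries within 0.01 log2 in +1vs-14 whether library sizes were taken before or after the filter. The edgeR result was not affected by that choice.

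The genes considered were those to which the paper attaches a fold change or which it states were not differentially expressed. The genes of the regulators XBP1 and SREBP1 were considered too. So were the 5 largest increases and 5 largest decreases among the called genes of each comparison. For these, all 3 libraries at one time point had to lie above or below those of the other. Only genes whose Ensembl ID is paired with a name could be reported by name. The 1998 entries of Additional file 3 used here pair 1991 IDs, 1949 received a name, and 0 IDs of the files were matched by the Ensembl column of the reference table. The 1998 entries are only a part of that list, so a name missing here may be present in Additional file 3. Because the other IDs have no name in these entries, at most 2 increases and 2 decreases per comparison are printed by ID. No decrease of -2vs-14 is printed. The genes of Tables 2 and 3 other than BTN1A1 were not named from their fold changes.

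The alternatives were DESeq2, RLE normalization, total counts without TMM, limma-voom with and without the sow, edgeR with the sow as a block, other filters on low counts, the 6 libraries of a comparison alone, counts thinned to 10782343 per library with random seed 20, other thresholds, and each library left out in turn. The RIN as a covariate and the removal of the 10 highest genes of any library were added after seeing the data, as was the share of counts on the 10 highest genes, which stands in for the share on milk protein genes. The KEGG impact analysis, the Ingenuity activation scores and the qPCR values were not recomputed here.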

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

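The test of genes with low counts, and the test of the fold changes of Tables 2 and 3, were chosen only after the result was seen.

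The paper counts DEG among the genes with an Entrez gene ID. When limma-voom with the sow as a random effect, the model of the Methods, was applied to all 13503 tested Ensembl genes, 23 genes were called in -6vs-14, 1106 in -2vs-14 and 3929 in +1vs-14. These are 6, 318 and 1045 more than the paper's 17, 788 and 2884. The counts drew attention because the model was applied to all Ensembl genes of the files, not to the annotated genes that the paper counts. Which of the genes have an Entrez gene ID was not known for all of them, so the surplus is a difference of counts and not a set of genes. Genes with low counts are a candidate explanation for the surplus. Restricted to the 11052 genes with at least 1 CPM in all 15 libraries, the same model still called 3509 genes in +1vs-14, more than the paper's 2884. That test did not restrict the genes to those the paper counts, so a difference in the set of genes counted remains a candidate explanation. No biological explanation was tested.

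The refit was also set beside Tables 2 and 3 of the paper. All 20 fold changes of Tables 2 and 3 were each within rounding of exactly 1 gene of this fit, with BTN1A1 and the BTN1A1-like gene matched by the same gene. That test was weak, because the form of the model had been settled on the closeness to Additional file 3, which comes from the same fit of the paper. Among the genes in the 1998 entries of Additional file 3 used here, the refit called 649 in +1vs-14 and 187 in -2vs-14. The paper's own values there gave 649 and 187, so there was no surplus in total among these genes. The form of the model had been settled on these same entries, so this match was weak as well.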

How the results depend on the processing

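Of the alternatives, the RIN as a covariate and the removal of the 10 highest genes of any library were chosen after seeing the data, and the others before the data were examined, except that the form of the model with the sow as a random effect was settled afterwards. The cause of the changes below was not tested.

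The order of the comparisons, with more DEG in +1vs-14 than in -2vs-14 and 0 in -10vs-14, held under DESeq2, RLE, no TMM, limma-voom with and without the sow, the sow as a block, the 3 other filters, the thinned counts, the 6 libraries alone, the comparison adjusted p without the overall test, the log2 fold change of at least 1, the RIN as a covariate and the removal of the 10 highest genes. The exception was the unadjusted comparison p, with 143 in -10vs-14. In -10vs-14, 296 genes had an unadjusted p of 0.05 or less with edgeR.

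In -6vs-14 edgeR gave 0 DEG (1189 at an unadjusted p of 0.05 or less), against 122 with DESeq2, 7 with limma-voom without the sow, 23 with the sow as a random effect, 63 with the sow as a replicate block, 8 without a filter and 9 with the 6 libraries alone. In -2vs-14 the 384 DEG became 1083 with DESeq2, 1106 with the sow as a random effect, 1172 with the sow as a replicate block, 579 with the 6 libraries alone, 1428 without TMM and 202 with an absolute log2 fold change of at least 1. In +1vs-14 the 3203 DEG became 5688 without TMM, of which 5158 were downregulated, and 1578 with the log2 fold change of at least 1. In -6vs-10 the 0 DEG (953 unadjusted) became 28 with DESeq2 and 1 with the sow as a replicate block. In -2vs-6 the 1 DEG became 44 with DESeq2, 4 with the sow as a replicate block, and 0 with limma-voom without the sow (1171 unadjusted), with it (1565), with the filter in all 15 libraries (918) and with the 6 libraries alone (1620). In +1vs-2 the 2059 DEG became 430 with the 6 libraries alone and 915 with the log2 fold change of at least 1. With an unadjusted comparison p beside the overall adjusted p, the counts were 143 in -10vs-14, 686 in -6vs-14, 1587 in -2vs-14, 464 in -6vs-10 and 692 in -2vs-6.

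With the RIN as a covariate, 0 genes were DEG in -2vs-14 (498 unadjusted), 76 in +1vs-14, 0 in -2vs-6 (659 unadjusted) and 999 in +1vs-2. RIN rose with time, so this model cannot separate RIN from time.

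Leaving out each library in turn gave 0 to 2 DEG in -6vs-14, 37 to 573 in -2vs-14, 2497 to 3833 in +1vs-14, 0 to 2 in -2vs-6, 1377 to 2996 in +1vs-2, and 0 throughout in -10vs-14 and -6vs-10.

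The median log2 fold change of the gene lists moved most without TMM. For the lipid genes of the +1vs-14 column it went from -0.03 to -0.43 in -2vs-14 and from 0.77 to 0.18 in +1vs-14. For those of the -2vs-14 column it went from -0.18 to -0.87 in +1vs-14. For those of the column of both it went from 0.81 to 0.39 in -2vs-14 and from 1.59 to 0.87 in +1vs-14. For the endocrine genes of the -2vs-14 column it reversed from 0.11 to -0.29 in -2vs-14 and went from 0.98 to 0.30 in +1vs-14, and for those of both from 0.92 to 0.51 and from 1.06 to 0.33. For XBP1 targets it went from 0.68 to 0.26 in -2vs-14 and from 1.12 to 0.42 in +1vs-14, and for SREBP1 targets from -0.27 to -0.67 and from 1.68 to 0.90. The lipid genes of the +1vs-14 column reversed in -2vs-14 to 0.0213 with the RIN as a covariate and to 0.0817 without replicate 34 of 2 d prepartum. With the RIN as a covariate, the endocrine genes of the -2vs-14 column had 0.29 in -2vs-14 and the SREBP1 targets 1.44 in +1vs-14. Leaving out each library in turn, the medians went from -0.0606 to 0.0817 for the lipid genes of the +1vs-14 column in -2vs-14, from 0.0235 to 0.253 in -2vs-14 and 0.828 to 1.00 in +1vs-14 for the endocrine genes of the -2vs-14 column, from 0.726 to 1.19 in +1vs-14 for the endocrine genes of both, and from 1.18 to 1.77 for the SREBP1 targets in +1vs-14.

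The numbers of called genes in the lists left the range of 1.5 times in 48 cases under the other settings and in 28 cases with a library left out. In -2vs-14 the called XBP1 targets went from 5 to 9 of 9 and the called endocrine genes of both from 4 to 7 of 7 with the sow as a random effect. With one library left out at a time, between 0 and 5 of these XBP1 targets were called in -2vs-14. For the endocrine genes of both it was between 0 and 7.

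Among the genes that the paper names, no alternative reversed a log2 fold change. Outside the fits that left out a library, 23 calls were lost and 13 gained over all genes and settings, 14 of the losses with the RIN as a covariate. In the fits that left out a library, 20 calls were lost and 2 gained. For the 2 largest increases and 2 largest decreases of -2vs-14 and of +1vs-14, 14 calls were lost under the other settings. In the fits that left out a library 15 were lost. These totals include the decreases of -2vs-14, which are not printed. The RLE normalization, the filter at 1 library, the thinned counts, the comparison adjusted p without the overall test and the removal of the 10 highest genes left every DEG count within 1.5 times. Depth limits the genes with few counts, such as PLIN5 before parturition. The restriction to genes with an Entrez gene ID and the share of counts on milk protein genes were not run, because the tables at hand do not pair all IDs with those genes.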

Differences from the paper's values

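Counts of DEG by the paper are among its genes with an Entrez gene ID, and the counts here are among 13503 Ensembl genes. In -6vs-14, 0 genes were DEG with edgeR (1189 at an unadjusted p of 0.05 or less), against the paper's 17, of which the paper's upregulated were 15 and the paper's downregulated 2. Of the 20 alternatives listed before the data were examined, limma-voom with the sow as a random effect, the model the paper's methods name, came within 1.5 times of all 3, at 23, 20 and 3. The other 19 did not, including DESeq2 at 122, the sow as a block in edgeR at 63, limma-voom without the sow at 7, no filter at 8 and the 6 libraries alone at 9. The form of limma-voom with the sow was settled after seeing which version came closest to Additional file 3. Its closeness here and in -2vs-14 is therefore not independent of the paper's values.

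In -2vs-14, 384 genes were DEG, 263 upregulated and 121 downregulated, against the paper's 788, 451 and 337. The total came within 1.5 times of the paper's with DESeq2 (1083), limma-voom with the sow as a random effect (1106), the sow as a block in edgeR (1172), the 6 libraries alone (579) and without replicate 34 of 2 d prepartum (573), and the 15 other alternatives set before the data were examined did not close the gap. The upregulated came within it with DESeq2 (617), limma-voom with the sow as a random effect (643), the 6 libraries alone (398) and without replicate 34 (384). The downregulated came within it with DESeq2 (466), limma-voom with the sow as a random effect (463) and the sow as a block (488).

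Of the 50 versions of the model of the Methods that were run, chosen after seeing the values, none called the paper's 17, 788 or 2884. Over these versions the counts went from 0 to 26 in -6vs-14, from 457 to 1111 in -2vs-14 and from 2855 to 3957 in +1vs-14. The versions with log2 CPM in place of voom, also chosen after seeing the values, called from 527 to 603 genes in -2vs-14 and so came within 1.5 times of the paper's 788, as did all versions of limma-voom with the sow, from 1003 to 1111. In -6vs-14 the versions of limma-voom with the sow, chosen after seeing the values, called from 22 to 26 genes, and those with 25 or fewer came within 1.5 times of the paper's 17. Among the genes in the 1998 entries of Additional file 3 used here, the version with the sow as a random effect and the single pass called as many as the paper's values there, 649 in +1vs-14 and 187 in -2vs-14. That version had been settled on these same entries.

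None of the 18 fold changes of named genes differed by the criterion of replicate spread and 1.5 times. CD14 had the largest ratio, a fold change of 42.8 in +1vs-14 against the paper's 24.65. On the log2 scale this is 5.42 with a standard error of 0.75, and limma-voom with the sow as a random effect gave 4.62.

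The paper reports ISG15 as upregulated at 1 d postpartum, SGMS1 as changed at both late time points and DGKA as upregulated at both. With edgeR and time only, ISG15 was not called in +1vs-14 (overall adjusted p = 0.0566), SGMS1 was not called in -2vs-14 (adjusted p = 0.0881) or in +1vs-14 (adjusted p = 0.0640), and DGKA was not called in -2vs-14 (adjusted p = 0.0716). With limma-voom and the sow as a random effect, all of these were called. With the sow as a block in edgeR, SGMS1 and DGKA were called and ISG15 was not.

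Table 5 places a long list of endocrine genes, CD14 among them, under -2vs-14 and a short one under +1vs-14. Of the 12 linked genes of the long list, 0 were DEG in -2vs-14 with edgeR and time only, 1 with the sow as a block in edgeR, and 10 were upregulated DEG in +1vs-14 with edgeR and time only. Elsewhere the paper reports CD14, HK2 and ACACB of the long list at 1 d postpartum, and CYP1A1 of the short list as specific to -2vs-14. The headings of these columns therefore appear to be exchanged, and the 0 is not a failure to find the paper's result. The paper proposes a transition between 6 and 2 days before parturition, without a direct comparison. The direct -2vs-6 comparison gave 1 DEG (1078 at an unadjusted p of 0.05 or less) while +1vs-2 gave 2059. A low count of DEG with 3 libraries per time point does not show that expression was unchanged between 6 and 2 d. It therefore does not contradict the proposed timing. The Methods give a mean RIN that differs from the 8.09 (SD 1.04) computed from Additional file 1.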

Other observations

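The tests of neighbouring time points, of the sow as a block in -2vs-6 and of the order of the sows were chosen only after the result was seen.

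Each comparison was repeated with the 6 libraries split in other ways into 3 and 3, the other 9 libraries kept as they are. In -2vs-14, +1vs-14, -2vs-6 and +1vs-2, only the real split, 1 of 10, gave as many DEG as found, and no other split gave more than 1. In -10vs-14, -6vs-14 and -6vs-10 all 10 of 10 splits gave as many, since the real count was 0 (296, 1189 and 953 genes at an unadjusted p of 0.05 or less). With 10 splits the share cannot fall under 0.1, so the counts cannot be told apart from a chance split by this test alone. Of the 10 splits, 4 part the libraries of every sow, while the other 6 part those of 1 sow only. The real split was the only 1 of these 4 that reached the real count in each of the 4 comparisons with DEG.

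More genes were DEG in +1vs-14 (3203) than in -2vs-14 (384) with edgeR and time only, and the same held in edgeR with the sow as a block (4063 and 1172). The libraries of 1 d postpartum were shallower, which lowers the number of genes that can be called there. With all libraries thinned to 10782343 counts the ratio was 9.50, against 8.34 without thinning, a test that could not have shown depth as the cause. Across 13503 genes, which are not independent, gene length had a Spearman rho of -0.0226 with the log2 fold change of +1vs-14. Without the 10 highest genes of any library, 17 genes in all, 3194 genes were DEG. With the RIN as a covariate 76 genes were DEG in +1vs-14 and 0 in -2vs-14 (498 at an unadjusted p of 0.05 or less), so both counts fell while +1vs-14 kept the larger one. Mean RIN rose from 6.57 to 9.17 with time, so this model cannot separate RIN from time. Between neighbouring time points the counts did not follow the difference in RIN, since +1vs-2, with a difference in mean RIN of 0.267, gave 2059 DEG, and -10vs-14, with a difference of 1.1, gave 0 (296 at an unadjusted p of 0.05 or less). With the RIN as a covariate 999 genes were DEG in +1vs-2, in a model with the limit just given. By the counts between neighbouring time points, RNA integrity alone does not account for the larger count of +1vs-14. A part of that count may still come from RNA integrity.

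The -2vs-6 comparison gave 1 DEG. Replicate 34 of 2 d prepartum lay near the libraries of 6 d prepartum on the first principal component, and one library could hide a difference. Without it, 2 genes were DEG, more than without any other library of the 6, which is the outcome this explanation would give, but 2 genes against 1 is a very small change. Differences between sows are the other candidate explanation. With the sow as a block 4 genes were DEG, far fewer than the 1172 of -2vs-14 in the same model.

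On the first principal component the library with sample ID 3 was the lowest of the 3 at all 5 time points. The exact permutation p of the Friedman statistic over the 5 time points was 0.0239, so a chance order of the sows is unlikely by this test, which was chosen because the order had been noticed. No relation of the component with RNA integrity was detected within time points, as the deviations from the time point means of the component and of RIN had a Pearson r of 0.111 (exact permutation p = 0.717) and a Spearman rho of 0.106 (exact permutation p = 0.749) over 15 libraries. Without the 2 libraries farthest from the median RIN deviation the r was -0.282. The library with sample ID 3 had the lowest RIN at 14, 10 and 6 d prepartum (6.3, 6.7 and 8.1). It had the highest at 2 d prepartum (9.3) and the middle one at 1 d postpartum (9.1). These tests therefore do not exclude a part of RNA integrity at the earlier time points. For the total count the r was 0.388 (exact permutation p = 0.405), the rho 0.214 (exact permutation p = 0.556) and the r without 2 libraries 0.324. The adjusted p of all 4 tests was 0.749. The 15 libraries come from 3 sows and are not independent. Whether sow 3 lagged behind the others is a hypothesis. Sow and diet cannot be told apart, and the day of each biopsy relative to the onset of lactogenesis was not analysed here.

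Libraries of 1 d postpartum differed more from one another than those of 14 d prepartum, with a median SD of log2 CPM over genes of 0.319 against 0.184, a ratio of 1.74. The ratio was 1.65 with thinned counts, so depth may add little to it. Without the 10 highest genes of any library it was 1.73. Those are 17 genes, and a median over 13503 genes can hardly change when they are removed. That test therefore cannot decide whether a few dominant genes add to the ratio. RNA integrity and a mixture of cell types were not tested for this pattern.

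Replicate 37 of 1 d postpartum stood apart in several values. Its 10 highest genes held 53.8% of its counts, against 30.5% in replicate 40 and 33.6% in replicate 43, and its TMM factor was 0.545, against 0.884 and 0.870. On the second principal component, with 16.0% of the variance, it lay at -48.2 and the others at 43.9 and 41.0. CD14 was at 23.3, 474 and 377 CPM in replicates 37, 40 and 43, LY96 at 5.79, 46.6 and 37.7 CPM, and BTN1A1 at 567, 83.5 and 169 CPM. No explanation was tested for these values.

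ISG15, which the paper reports at 1 d postpartum, was at 14.6, 10.3 and 16.8 CPM in the 3 libraries of 6 d prepartum, above every library of 14 d, 10 d and 2 d prepartum. Its log2 fold change in -6vs-14 was 1.85 (standard error 0.58, adjusted p = 0.349 from edgeR), which is not past the threshold.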
